# Androgen-Responsive MicroRNAs in Mouse Sertoli Cells

**DOI:** 10.1371/journal.pone.0041146

**Published:** 2012-07-20

**Authors:** Subbarayalu Panneerdoss, Yao-Fu Chang, Kalyan C. Buddavarapu, Hung-I Harry Chen, Gunapala Shetty, Huizhen Wang, Yidong Chen, T. Rajendra Kumar, Manjeet K. Rao

## Abstract

Although decades of research have established that androgen is essential for spermatogenesis, androgen's mechanism of action remains elusive. This is in part because only a few androgen-responsive genes have been definitively identified in the testis. Here, we propose that microRNAs – small, non-coding RNAs – are one class of androgen-regulated *trans*-acting factors in the testis. Specifically, by using androgen suppression and androgen replacement in mice, we show that androgen regulates the expression of several microRNAs in Sertoli cells. Our results reveal that several of these microRNAs are preferentially expressed in the testis and regulate genes that are highly expressed in Sertoli cells. Because androgen receptor-mediated signaling is essential for the pre- and post-meiotic germ cell development, we propose that androgen controls these events by regulating Sertoli/germ cell-specific gene expression in a microRNA-dependent manner.

## Introduction

Recent studies that conditionally knocked out the androgen receptor (AR) have shown that androgen signaling is necessary for spermatogenesis [1], [2], [3]. However, the molecular mechanisms underlying these events have not been fully elucidated – partly because research has definitively identified only a few androgen-responsive genes in the testis. Among the few genes that we and others have reported are *Rhox5* [4], *Myc* [5], the claudin junction complex protein family (*Cldn1*) [6], *Tgfb1*, *Gsta* [7] and connexin-43/gap junction α1 (*Gja1*) [7]. Most androgen-regulated genes in the testis are probably not direct targets of the AR, but instead respond indirectly to androgen via activation or suppression of transcription by other factors that androgen regulates [8], [9], [10], [11]. These androgen-responsive genes possibly will not have typical androgen response elements but may rather contain regulatory elements in their untranslated region (UTR) to which androgen-responsive trans-acting factors are bound [11], [12].

MicroRNAs (miRNAs) are naturally occurring, short, non-coding RNAs that play important roles in many biological processes, including development and cancer [13], [14]. Increasing number of evidence suggests that miRNAs regulate these events through posttranscriptional control of gene expression, including mRNA degradation, translational repression, DNA methylation and chromatin modification [15], [16]. Because translational repression and chromatin modifications are essential for spermatogenesis [17], [18], and miRNAs are highly expressed in pre- and post-meiotic germ cells [19], [20], miRNAs probably play an important role in postnatal testicular development and function. For example, miR-122a targets transition protein 2 (*Tnp2*), a testis-specific gene involved in chromatin remodeling during mouse spermatogenesis [21]. Furthermore, we and others have reported that germ cell-specific knockout of the miRNA processing enzyme Dicer during embryonic stages [22] and during post-meiotic stages impairs germ cell development and compromises fertility [20]. In addition to germ cell-specific roles, miRNAs play an equally important role in developing Sertoli cells: Sertoli cell-specific Dicer knockout during embryonic stages (using the *Amh-cre* line of mice) resulted in testicular dysgenesis due to alteration in Sertoli cell architecture as early as postnatal day 1 [23]. However, little is known about the role of miRNAs in adult Sertoli cell functions, including androgen-mediated events in the testis.

In this study, we show that testosterone regulates the expression of several miRNAs in adult mouse Sertoli cells. Several of these miRNAs are preferentially expressed in the testis and our results suggest that these miRNAs target genes that are highly expressed in Sertoli and germ cells. Examples include Foxd1, a forkhead/winged-helix transcription factor important in Sertoli cell metabolism [24], and desmocollin-1 (Dsc1), a desmosomal cadherin that plays a crucial role in establishing cell-cell adhesion and desmosome formation in epithelial cells [25]. Because translation repression, a hallmark of miRNA function, is essential for spermatid differentiation [20], our findings suggest that miRNAs may regulate androgen-mediated events either directly, by targeting genes in the AR-responsive Sertoli cells, or indirectly, by regulating germ cell-specific genes.

**Figure 1:**
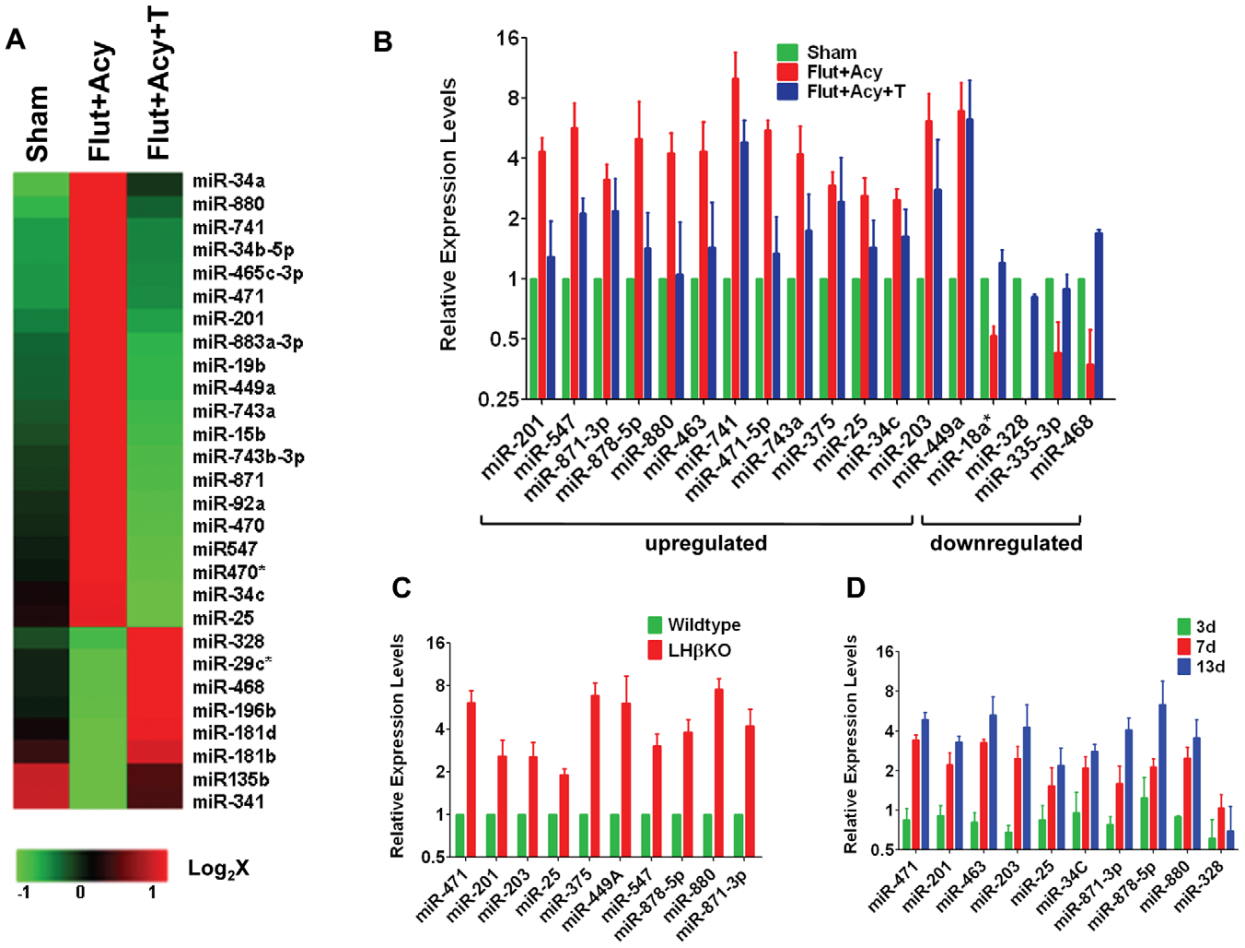
Androgen regulates expression of miRNAs in Sertoli cells. (**A**) Heat map representation of miRNA microarray analyses on total RNA isolated from purified Sertoli cells from control (Sham), flutamide-acyline-treated (Flut+Acy), and flutamide-acyline testosterone-replacement (Flut+Acy+T) mice. Green or red color on the heat map indicates a decrease or increase of miRNA level, respectively, and color intensities correspond to relative signal levels on a logarithmic scale. Sertoli cells were pooled from six mice for each group. (**B**) Real-time RT-PCR analysis (on RNA from purified Sertoli cells) of selected miRNAs using miRNA-specific primers. Shown are selected miRNAs with increased and decreased expression in the absence of androgen and rescued to control levels by testosterone-replacement in the microarray analysis. We pooled Sertoli cells from six mice for each group for each experiment (*n* = 4 for upregulated miRNAs and *n* = 3 for downregulated miRNAs). (**C**) Real-time RT-PCR analysis on RNA from purified Sertoli cells from LHβ KO and sibling control mice (*n* = 3; four mice each) for selected miRNAs. (**D**) Real-time RT-PCR analysis of selected miRNA expression on RNA isolated from Sertoli cells from Sham, Flut+Acy, or Flut+Acy+T mice for indicated days. Results are mean of three different experiments. We pooled Sertoli cells from six mice for each group for each time point. All values for **B**–**D** are normalized against RNU19 levels.

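The heat map of Fig. 1A names 20 miRNAs as increased and 8 as decreased in Flut+Acy, and these were chosen by the authors on the same arrays. In the quantile-normalized total signals, all 20 were higher in Flut+Acy than in Sham, by log2 differences of 0.72 to 2.68 with a median of 2.08. Of the 20, 18 rose by at least 2-fold, and miR-25 (0.82) and miR-92a (0.72) rose by less. limma called 18 of the 20; miR-34b-5p (adjusted p = 0.0623) and miR-449a (adjusted p = 0.0592) did not pass. Of the 8 decreased miRNAs, miR-341 was not detected on Sham, so no fall could be measured for it. The other 7 were lower in Flut+Acy, by -2.11 to -0.89, and limma called 4 of them. Without normalization between arrays, these 7 were higher in Flut+Acy than in Sham instead, while the 20 stayed higher under every alternative.

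Compared with Flut+Acy, the Flut+Acy+T array gave lower signals for all 20 increased miRNAs and higher signals for the 6 decreased ones that it detected. Of the 20, 16 were then within 2-fold of Sham, although 10 of the 20 were not detected on Flut+Acy+T. These 6 were at least 2-fold above Sham, such as miR-328 at a log2 difference of 3.79 above Sham (limma adjusted p = 0.0474) and miR-196b at 2.77 (limma adjusted p = 0.129).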

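On the arrays, the miRNAs selected for Fig. 1B were measured as follows. Of its 14 upregulated miRNAs, 12 have a probe set for the same arm under the same name, and no array value is given for miR-871-3p and miR-471-5p. All 12 were higher in Flut+Acy than in Sham, 11 of them by at least 2-fold, and 11 passed limma's threshold. Sham had no detected signal for 4 of the 12. Among these, miR-878-5p was at least 4.35-fold higher in Flut+Acy (limma adjusted p = 0.0069), miR-203 at least 4.72-fold (adjusted p = 0.0393) and miR-375 at least 3.42-fold (adjusted p = 0.0329). On Flut+Acy+T, 10 of the 12 were within 2-fold of Sham and 2 were at least 2-fold below it, with 8 of the 12 not detected there. Of the 4 downregulated miRNAs, miR-328 fell by 0.89 in Flut+Acy (standard error 0.37, limma adjusted p = 0.226) and miR-468 by 1.38 (standard error 0.21, limma adjusted p = 0.0731), and neither passed the threshold. The remaining pair, miR-18a* and miR-335-3p, were detected only on the Flut+Acy+T array, so no fall in Flut+Acy could be measured for them. All 4 were at least 2-fold higher in Flut+Acy+T than in Sham.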

**Figure 2:**
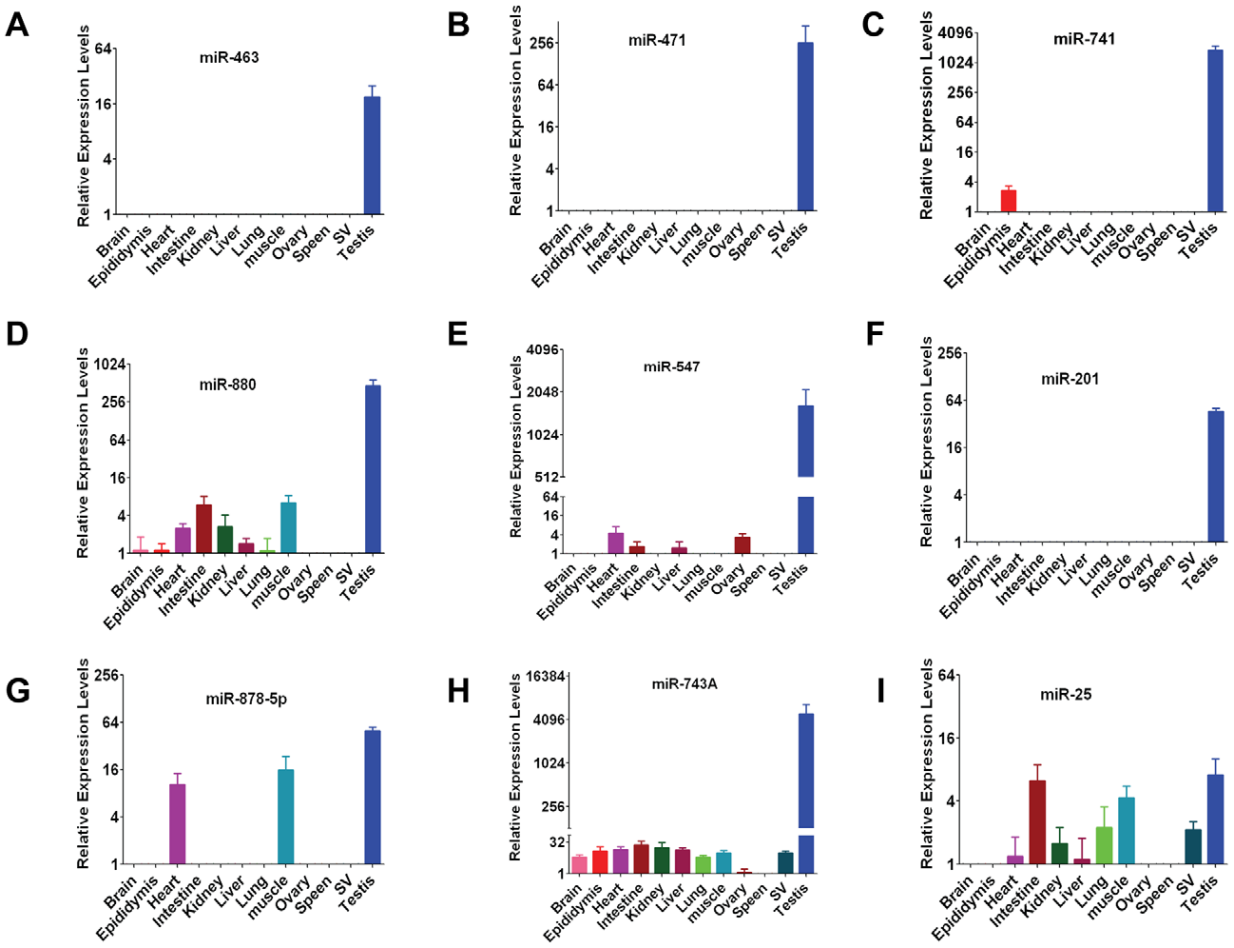
Expression pattern of testosterone-responsive miRNAs. Real-time RT-PCR analysis of selected miRNA expression in total cellular RNA prepared from the adult mouse tissues. All values are normalized against RNU19 levels. Bar graphs represent the mean fold increase ± SEM of miRNA expression over background for at least two RT reactions assayed in duplicate from three separate mice. Several miRNAs negatively regulated by the androgen were specifically expressed in the testis.

**Figure 3:**
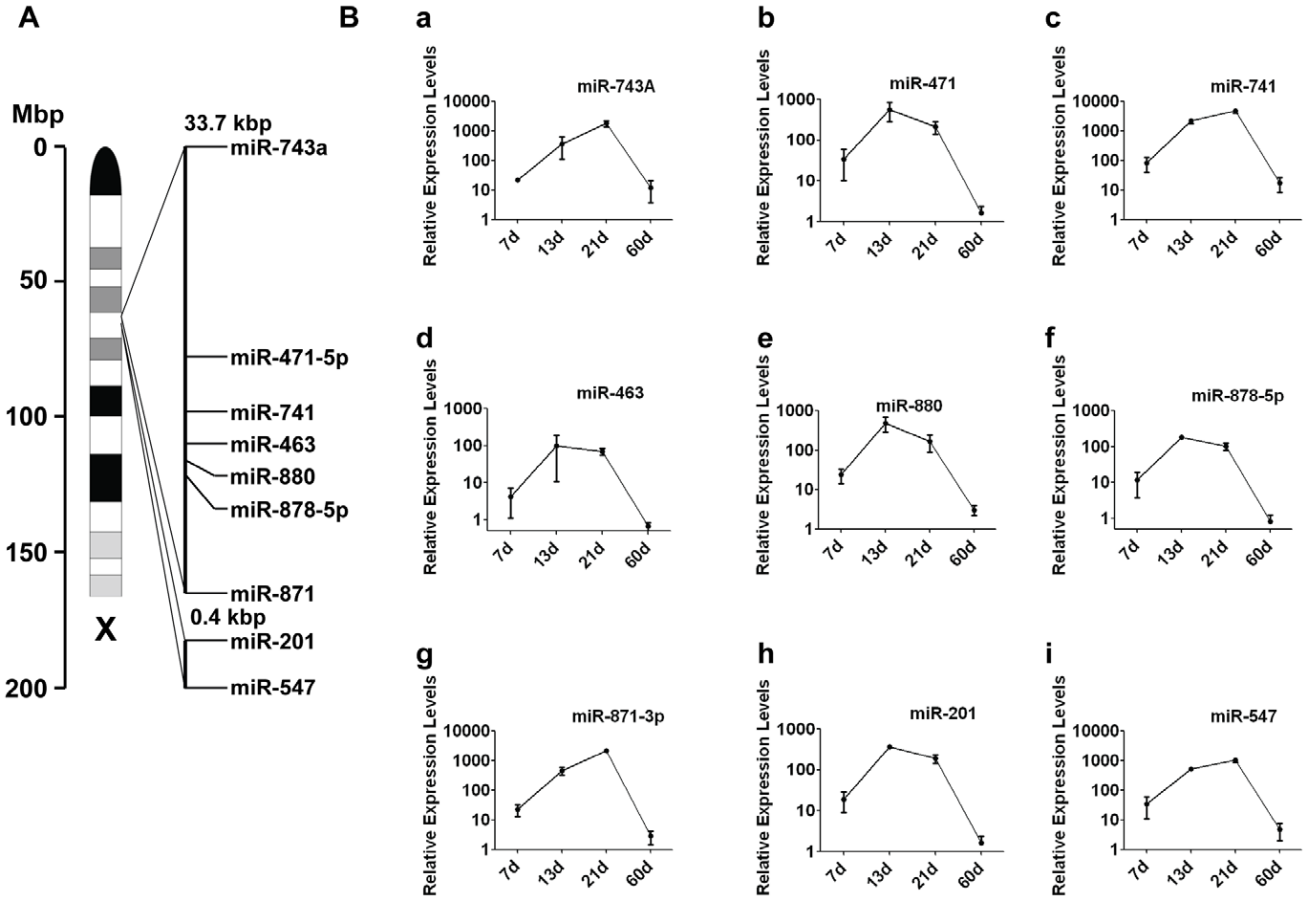
Developmentally regulated expression of testosterone-responsive miRNAs. (**A**) Diagram of the mouse X chromosome showing location of two miRNA clusters. Cluster 1 includes six miRNAs (panels b–g) and cluster 2 includes two miRNAs (panels h and i). (**B**) Real-time RT-PCR analysis of selected miRNA (panels a–h) expression in RNA isolated from purified Sertoli cells from mice of ages shown. Sertoli cells were pooled from seven mice for 7 days (*n = *2 different experiments) and from six mice for each of 13 days (*n = *2 different experiments), 21 days (*n = *3 different experiments), and 60 days (*n = *3 different experiments). All values were normalized against 5S levels. MiRNAs in cluster 2 exhibit quantitative as well as temporal collinear expression pattern.

**Figure 4:**
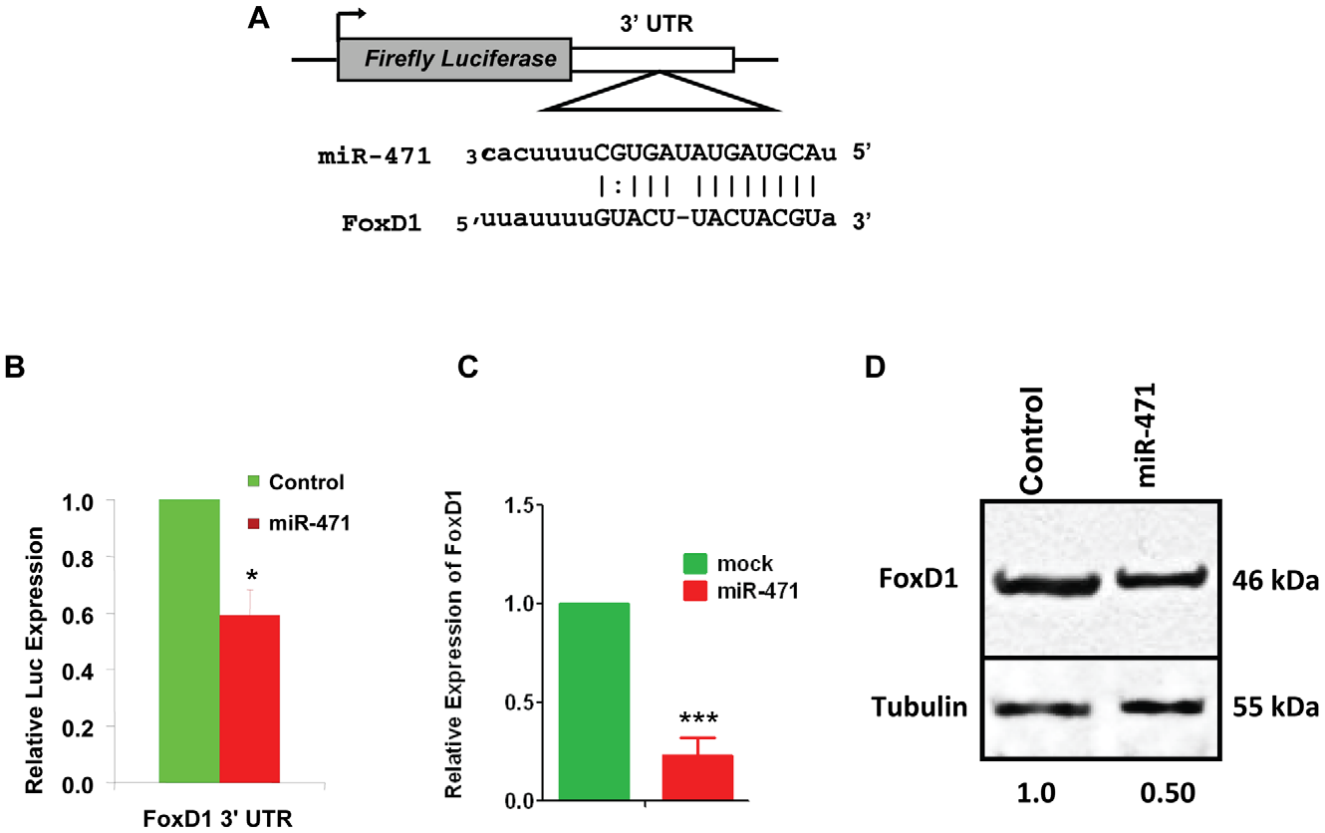
MiR-471 regulates expression of Foxs1 in Sertoli cells. (**A**) Putative miR-471 binding sequence in the *Foxd1* 3′ UTR. (**B**) We co-transfected 15P1 Sertoli cells with *Renilla* luciferase expression construct pRL-CMV and firefly luciferase construct containing pMIR-*Foxd1* 3′ UTR in the absence and presence of miR-471 mimic. We normalized firefly luciferase activity of each sample to *Renilla* luciferase activity. Graphs show mean ± SEM of three independent experiments (performed in duplicate for each experiment). * *p*<0.01; *** *p*<0.001. (**C**) Real-time RT-PCR analysis of miR-471-overexpressing cells by using *Foxd1*-specific primers. (**D**) Western blot analysis of 15P1 cells transfected with miR-471 mimic by using anti-Foxd1 antibody (1∶1000). Tubulin was used as a loading control. Gel photographs represent three independent experiments. Values below the gel were quantified using Image J software (http://rsbweb.nih.gov/ij/). Foxd1 protein level for the control was set to 1.

**Figure 5:**
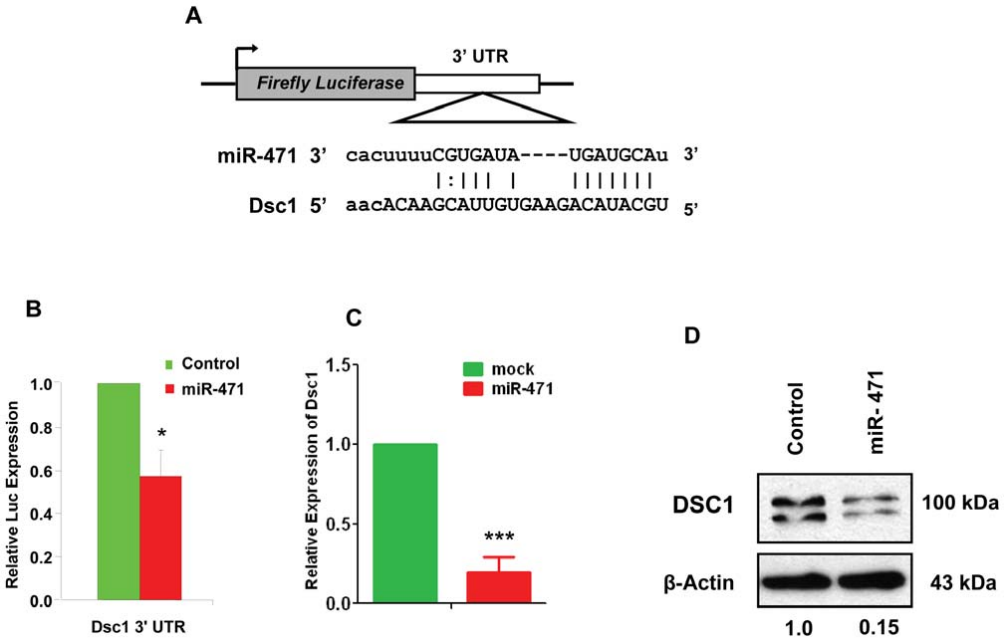
Dsc1 is a bona fide target of miR-471. (**A**) Putative miR-471 binding sequence in the *Dsc1* 3′ UTR. (**B**) We co-transfected 15P1 Sertoli cells with *Renilla* luciferase expression construct pRL-CMV and firefly luciferase construct containing pMIR-*Dsc1* 3′ UTR in the absence and presence of miR-471 mimic. We normalized firefly luciferase activity of each sample to *Renilla* luciferase activity. Graphs show mean ± SEM of three independent experiments (performed in duplicate for each experiment). * *p*<0.01; *** *p*<0.001. (**C**) Real-time RT-PCR analysis of miR-471-overexpressing cells by using *Dsc1*-specific primers. (**D**) Western blot analysis of 15P1 cells transfected with miR-471 mimic by using anti-Dsc1 antibody (1∶250). Actin was used as a loading control. Gel photographs represent three independent experiments. Values below the gel were quantified using the Image J software. Dsc1 protein level for the control was set to 1.

**Figure 6:**
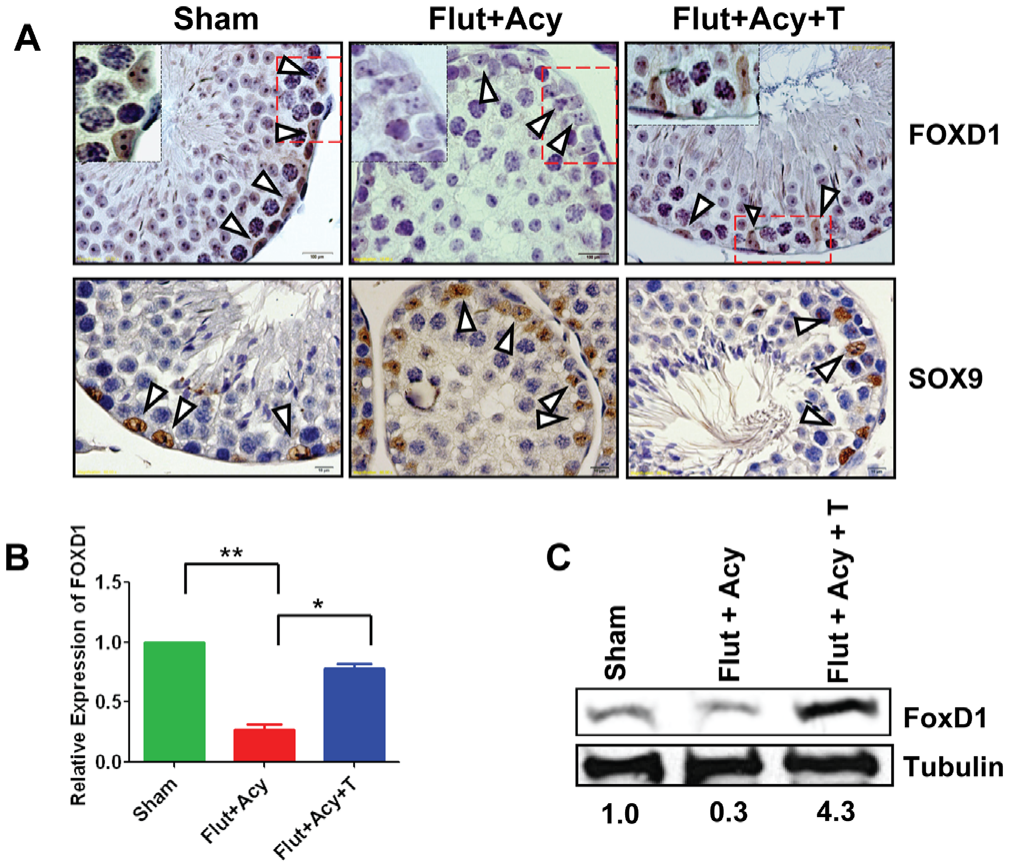
Androgen-dependent expression of FoxD1 in Sertoli cells. (**A**) Immunohistochemical analysis on testis sections from Sham, flutamide-acyline (Flut+Acy) and flutamide-acyline testosterone-replacement (Flut+Acy+T) mice, using antibodies against Foxd1 (1∶50) and Sox9 (1∶500). Insets show Sertoli cell-specific expression of Foxd1 in magnified testicular section from Sham, Flut+Acy, and Flut+Acy+T mice. (**B**) Real-time PCR analysis of *Foxd1* transcript levels in total cellular RNA isolated from the purified Sertoli cells from Sham, Flut+Acy, and Flut+Acy+T mice testes. All values are normalized against RNU19 levels. (**C**) Western blot analysis on total testicular lysates from Sham, Flut+Acy, and Flut+Acy+T mice by using anti-Foxd1 antibody (1∶1000). Tubulin was used as a loading control. Values below the gel were quantified using the Image J software. Foxd1 protein level for the control was set to 1. Arrowheads indicate Sertoli cells. All images were taken at magnification of 600×.

**Figure 7:**
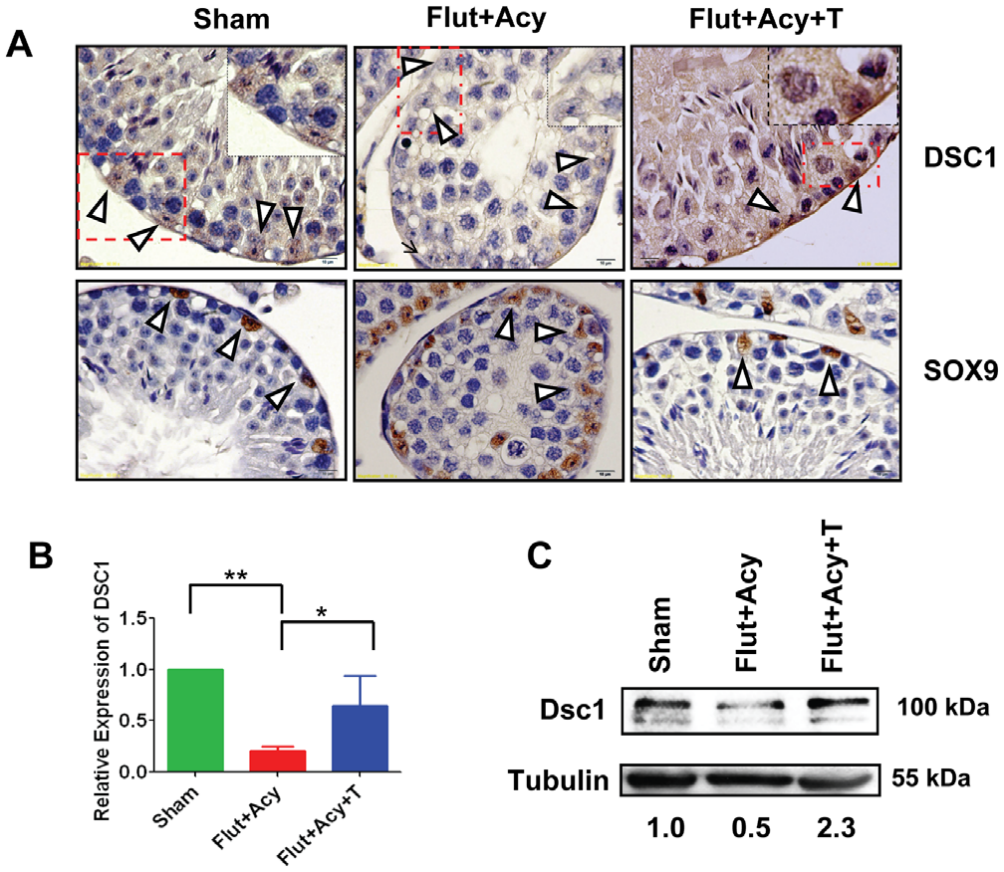
Androgen-dependent expression of Dsc1 in Sertoli cells. (**A**) Immunohistochemical analysis on testis sections from Sham, flutamide-acyline (Flut+Acy) and flutamide-acyline testosterone-replacement (Flut+Acy+T) mice, using antibodies against Dsc1 (1∶50) and Sox9 (1∶500). Insets show Sertoli cell-specific expression of Dsc1 in magnified testicular section from Sham, Flut+Acy, and Flut+Acy+T mice. (**B**) Real-time PCR analysis of *Dsc1* transcript levels in total cellular RNA isolated from the purified Sertoli cells from Sham, Flut+Acy, and Flut+Acy+T mice testes. All values are normalized against RNU19 levels. (**C**) Western blot analysis on total testicular lysates from Sham, Flut+Acy, and Flut+Acy+T mice by using anti-Dsc1 antibody (1∶250). Tubulin was used as a loading control. Values below the gel were quantified using the Image J software. Dsc1 protein level for the control was set to 1. All images were taken at magnification of 600×.

## Results

### Identification of testosterone-responsive miRNAs

To identify testosterone-responsive miRNAs in adult Sertoli cells, we used the antiandrogen drug flutamide and the gonadotropin-releasing hormone (GnRH) antagonist acyline. Previous work has used this androgen-suppression mouse model to validate androgen-regulated genes in the testes of neonatal mice [26]. The flutamide-acyline (Flut+Acy) treatment significantly reduced testicular weight, whereas body weight remained unaltered compared to that of sham-treated (Sham) control mice (Figure S1 and data not shown). The reduced testicular weight was due to loss of germ cells, because flutamide-acyline treatment prevented spermatid development beyond step 8 (Figure S1). Consistent with earlier reports [4], suppression of spermatogenesis in these mice was primarily a consequence of a decrease in intratesticular testosterone levels (Sham = 58.8 ng/g testis weight; Flut+Acy = 2.29 ng/g testis weight). No significant change in the intratesticular levels of testosterone derivative estradiol was observed between sham-treated (40.8±3.0 pg/ml) and flutamide-acyline-treated (42.8±6.0 pg/ml) mice. In mice treated with flutamide-acyline, androgen-supplementation (Flut+Acy+T) rescued intratesticular testosterone levels (Flut+Acy+T = 20.0 ng/g testis weight) and restored spermatogenesis to a level comparable to that of sham-treated control mice. Moreover, the Sertoli cell-specific *Rhox5* homeobox gene, which androgen positively regulates [4], showed significantly decreased expression in mice treated with flutamide-acyline, whereas testosterone-replacement rescued the *Rhox5* levels (Figure S1). To identify androgen-responsive miRNAs, we performed miRNA microarray analysis on RNA isolated from the purified Sertoli cells of sham-treated control mice, mice treated with flutamide-acyline and mice treated with flutamide-acyline and testosterone-replacement (Figure 1A and Table S1). 

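RNA from Sertoli cells, the somatic cells of the seminiferous tubule that support developing germ cells, was hybridized to 4 single-color Agilent miRNA arrays. One array carried RNA from sham-treated control mice (Sham). A pair carried RNA from mice given flutamide, which blocks the androgen receptor, and acyline, which blocks the release of gonadotropins and so the production of testosterone (Flut+Acy). The last carried RNA from mice given both drugs and testosterone (Flut+Acy+T). The legend of Fig. 1 gives 6 mice per pool, and the methods and the sample descriptions give 5 to 7. The paper's text does not say whether the Flut+Acy arrays held separate pools or the same RNA, and neither Sham nor Flut+Acy+T was repeated. Each array had 12493 spots, with a median of 20 spots for each of 567 mouse miRNAs, and all 4 arrays shared 1 slide and 1 scan.

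The authors deposited the scanner software's output, in which the background-subtracted signals of a miRNA's probes are summed into a total signal with a flag for detection, and a table of quantile-normalized values on a linear scale. The summed positive total signal over mouse miRNAs was 57940 units on Sham, 139602 and 161460 on the Flut+Acy arrays, and 201919 on Flut+Acy+T. The SD of the 672 negative-control spots was 2.97 units on Sham, 2.72 and 7.45 on Flut+Acy, and 1326 on Flut+Acy+T. The scanner software marked 535 spots of the Flut+Acy+T array as nonuniform, against 0 on Sham and 2 and 4 on Flut+Acy.

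For the values given here, the total signals were quantile-normalized across the 4 arrays, as the methods state. They were then floored at 5.47 units, the median over arrays of the lowest normalized signal among detected miRNAs, and converted to log2. The Flut+Acy+T array, with its wide background, helped set the common distribution, so dim values on the other arrays depend on it. Normalization moved the lowest detected signal from 2.67 to 23.6 units on Sham, and from 0.77 and 1.11 to -12.7 and -21.5 on Flut+Acy. No alternative left Flut+Acy+T out of the quantile normalization. The 3 groups were fitted with limma over the 298 miRNAs detected on at least 1 array, with Benjamini-Hochberg adjustment. Only the Flut+Acy pair gives a spread, with 1 residual degree of freedom, so the fit takes the lone Sham and Flut+Acy+T arrays to vary as that pair does. The pair was close to identical (r = 0.997 across 189 miRNAs, which are not independent replicates). After flooring, 55 of the 298 miRNAs had exactly the same value on both Flut+Acy arrays, which makes their standard errors very small. Some of these ties come from the floor, and with a floor of 1 unit 48 miRNAs were tied. In simulated data with 60 of 298 miRNAs changed and the lone arrays varying by 1 log2 unit more than the pair, limma called a mean of 146 unchanged miRNAs, against 37.4 when all arrays varied alike (both after quantile normalization of the simulated values), so adjusted p-values describe these arrays and not the variation between mice. For a miRNA detected on no array of a group, the brighter group is given as at least N-fold higher. This is the brighter group's mean over all its arrays against the dimmer group's mean of, per array, the higher of the miRNA's own normalized signal and the lowest among detected miRNAs. An undetected miRNA can be brighter than the lowest detected one, as was miR-449a on Flut+Acy+T (total signals of 362 and 238 units). The bound is thus a convention, and background noise can put the true difference below it, most of all on Flut+Acy+T.

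**Figure D1:**
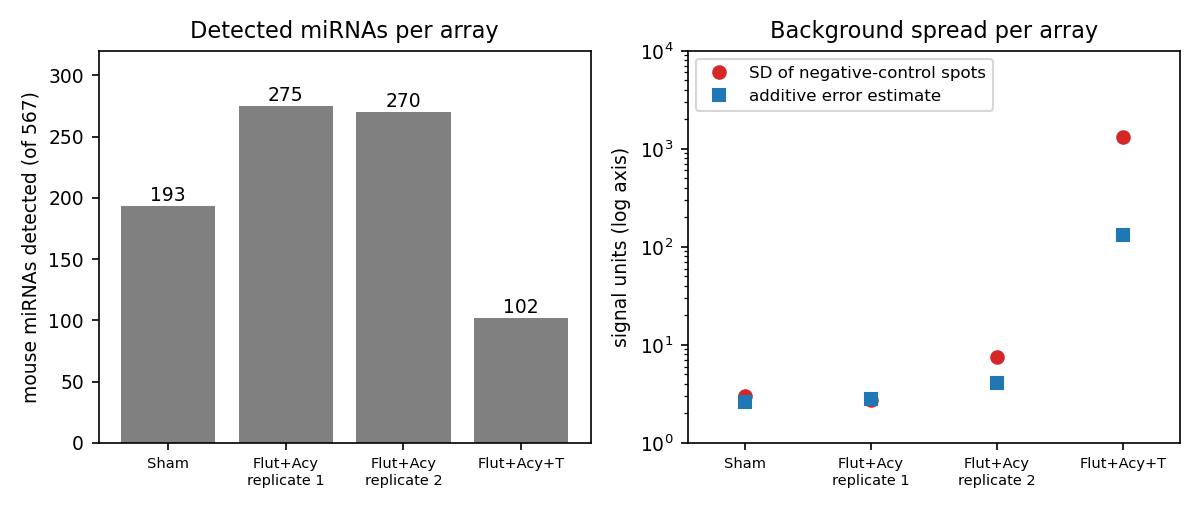
Left, bars give the number of mouse miRNAs detected on each of the 4 arrays. Right, on a log axis in signal units, circles give the SD of the negative-control spots and squares the scanner software's additive error estimate. The Flut+Acy+T array had the fewest detected miRNAs (102) and the widest background (SD 1326 units).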

About 38% (218) of the 567 total miRNAs showed detectable levels of expression in normal Sertoli cells. 

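On the single Sham array, the scanner software's detection flag was set for 193 of the 567 mouse miRNAs (34.0%). The number depended on the rule for detection. At least 1 spot lay well above background for 219 miRNAs (38.6%), the total signal exceeded 3 times its error for 191, and at least 1 probe had all its unflagged spots well above background for 147. With the array's viral miRNAs included, 194 of 577 were detected. By the detection flag, 275 and 270 miRNAs were detected on the Flut+Acy arrays and 102 on Flut+Acy+T, where the lowest total signal called detected was 238 units, against 2.67 units on Sham. In all, 76 miRNAs were detected on all 4 arrays, and 74 were detected on both Flut+Acy arrays but not on Sham.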

Of the 218 miRNAs expressed in Sertoli cells, we further validated 28 miRNAs showing highly altered levels by real-time RT-PCR analysis (Figure 1B). Compared with sham-treated control mice, most differentially expressed miRNAs were upregulated in the Sertoli cells of mice treated with flutamide-acyline, suggesting that their gene targets would be downregulated without androgen. 

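Of the 283 miRNAs detected on Sham or on a Flut+Acy array, 64 were at least 2-fold higher in Flut+Acy than in Sham and 47 were at least 2-fold lower. Detection entered this split, because 38 of the 64 and 8 of the 47 were not detected on Sham. Of those 38, 23 exceeded the bound set by Sham's lowest detected signal by at least 2-fold. Among the 189 miRNAs detected on Sham and both Flut+Acy arrays, 26 were at least 2-fold higher and 35 at least 2-fold lower. The scaling of the arrays moved the split further. There were 100 higher and 13 lower when each array was scaled to its 75th percentile over miRNAs detected on all 4 arrays, 67 higher and 73 lower with the percentile taken over all mouse miRNAs, and 212 higher and 1 lower with no normalization between arrays. In the limma fit, 161 of 298 miRNAs passed an adjusted p of 0.05, 76 of them higher and 85 lower in Flut+Acy.

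Among miRNAs past 2-fold on each Flut+Acy array and detected on both sides, the largest rises were those of miR-34a (log2 difference 2.68), miR-743b-3p (2.58), miR-741 (2.48), miR-465c-3p (2.40) and miR-743a (2.36), each with a limma adjusted p between 0.0044 and 0.0126. Since miR-34a and miR-741 took the same value on both Flut+Acy arrays, their spread was 0. The largest falls were those of miR-30c-1* (-2.61, limma adjusted p = 0.0044, at the floor on both Flut+Acy arrays and so with a spread of 0), miR-696 (-2.26, adjusted p = 0.0956, at the floor on Flut+Acy replicate 1), miR-196b (-2.11, adjusted p = 0.151), miR-24-1* (-1.93, adjusted p = 0.150) and miR-697 (-1.90, adjusted p = 0.0424). The sizes and ranks of the falls of miR-30c-1* and miR-696 thus depend on the floor. Of these 5 falls, those of miR-696, miR-196b and miR-24-1* did not pass the threshold, and without normalization between arrays all but miR-697 turned to rises. Without detection on Sham, miR-463 was at least 8.04-fold higher in Flut+Acy (limma adjusted p = 0.0204) and miR-471 at least 4.84-fold higher (adjusted p = 0.0221). From the larger number of upregulated miRNAs, the paper proposes that their target genes would be downregulated in the absence of androgen.

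**Figure D2:**
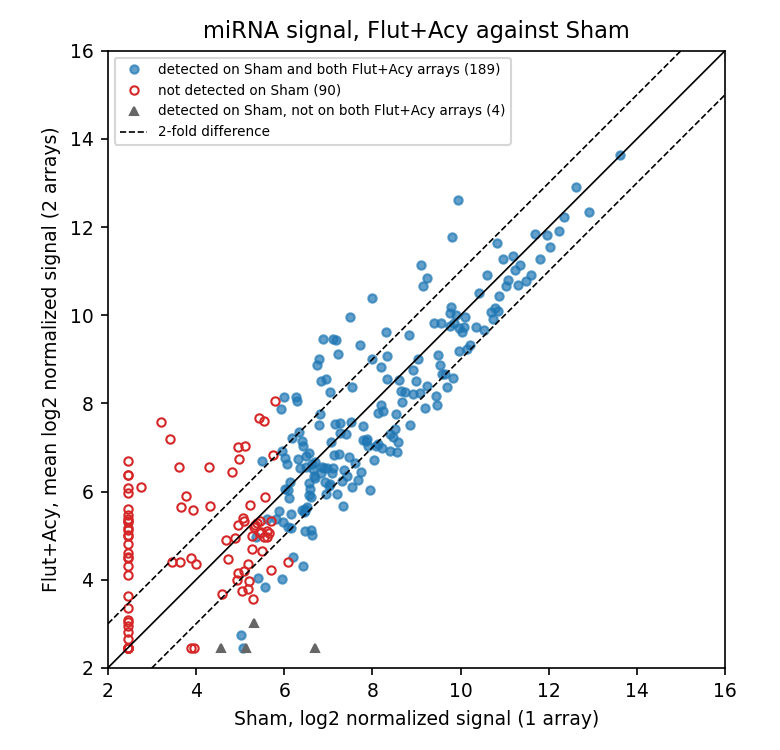
Each point is 1 of 283 miRNAs, with the log2 normalized signal on the Sham array on the x axis and the mean of the Flut+Acy arrays on the y axis; dashed lines mark a 2-fold difference. Filled circles are the 189 miRNAs detected on Sham and both Flut+Acy arrays, open circles those not detected on Sham, and triangles those detected on Sham but not on both Flut+Acy arrays. Of the 64 points above the upper dashed line, 38 are open circles.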

Testosterone-replacement rescued the expression of several of these miRNAs to levels comparable to those of the sham-treated control group. 

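Of the 64 miRNAs at least 2-fold up in Flut+Acy, 38 lay within 2-fold of Sham on the Flut+Acy+T array (59.4%, 95% Wilson confidence interval 47.1 to 70.5%, which covers counting error only), 16 lay at least 2-fold below Sham and 10 at least 2-fold above it. Only 14 of the 64 were detected on Flut+Acy+T. For 12 of the other 50, the signal in Flut+Acy was at least 2-fold above the lowest detected signal of the Flut+Acy+T array, and for the rest that array could not show a fall of this size. Of the 14 that were detected, 10 were at least 2-fold lower in Flut+Acy+T than in Flut+Acy and 3 at least 2-fold higher. For the 12 detected on both Sham and Flut+Acy+T, 9 were back within 2-fold of Sham.

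The Flut+Acy+T signal of miR-34c was lower than in Flut+Acy by a log2 difference of -1.73 (standard error 0.08, limma adjusted p = 0.0151) and 0.29 above Sham (limma adjusted p = 0.176). For miR-15b the fall was -1.59, to 0.02 above Sham, and for miR-741 it was -2.18, to 0.29 above Sham. The signal of miR-34a fell by 1.37 and stayed 1.30 above Sham (limma adjusted p = 0.0033). That of miR-34b-5p fell by 1.42 with a standard error of 0.25 and did not pass the threshold (limma adjusted p = 0.0715). Not detected on Flut+Acy+T, miR-743a and miR-743b-3p were each at least 6.82-fold higher in Flut+Acy than in Flut+Acy+T, and miR-471 at least 2.57-fold. The wide background of that array leaves these bounds uncertain.

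Because Sham enters both steps, groups with no change were simulated around 1 level per miRNA with an SD of 1 log2 unit. In 100 such draws, a mean of 43.2% of the miRNAs that rose by chance lay within 2-fold of Sham in the other group, with a range of 26.7 to 55.7%. The share that was at least 2-fold lower in Flut+Acy+T than in Flut+Acy was 85.9% on the arrays, counting undetected miRNAs at their measured or floored signal, and 22.0 to 51.7% in the simulated draws. With no normalization between arrays it was 51.4%, inside the simulated range. In the draws the Flut+Acy arrays varied independently, while the real pair was close to identical. No drawn signal was floored or dropped as undetected, while 50 of the 64 real miRNAs were not detected on Flut+Acy+T. The simulated ranges are therefore not a like-for-like reference for the shares on the arrays. The share back within 2-fold of Sham moved most with no normalization between arrays, to 22.6%, and with normexp background correction, to 94.1%. Across the 76 miRNAs detected on all 4 arrays, Pearson's r of the log2 total signal was 0.81 between Flut+Acy+T and Sham, 0.64 and 0.67 between Flut+Acy+T and the Flut+Acy arrays, and 0.82 and 0.83 between Sham and the Flut+Acy arrays. Sham was thus no closer to Flut+Acy+T than to Flut+Acy over these miRNAs, which are not independent replicates.

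**Figure D3:**
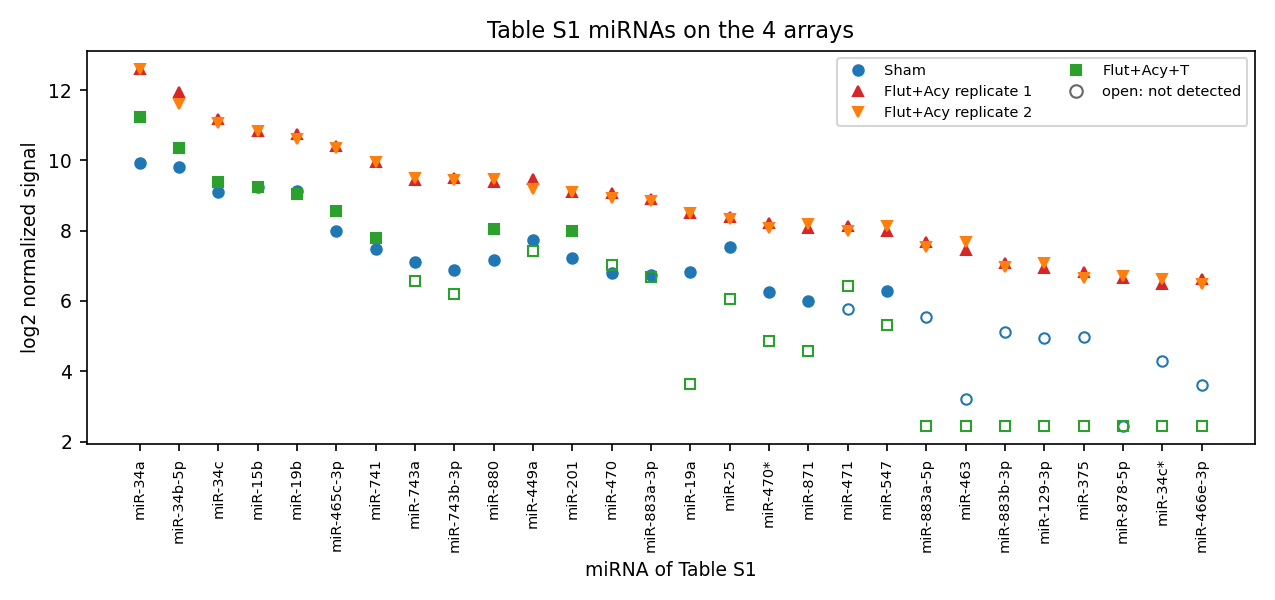
For each of the 28 miRNAs of Table S1 on the x axis, the y axis gives the log2 normalized signal on the 4 arrays, with open symbols where the miRNA was not detected on that array. On Flut+Acy+T, 19 of the 28 symbols are open, and every Flut+Acy+T symbol lies below the pair of Flut+Acy symbols.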

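Chromosomes were taken from the scanner files, which place miRNAs on the mouse mm9 assembly, and from the gene names of a reference annotation (GRCm38.p6); where both gave a chromosome, the file's was among the annotation's for 544 of 549 miRNAs. Of the 28 miRNAs in Table S1, 16 had every copy on the X chromosome, and miR-19b, with copies on chromosomes 14 and X, made 17 with any copy there. Over the arrays as a whole, 25 of the 64 miRNAs at least 2-fold up in Flut+Acy against Sham had every copy on X (39.1%), compared with 23 of the 219 other miRNAs detected on Sham or Flut+Acy (10.5%), an odds ratio of 5.46 (two-sided Fisher's exact test, p = 6.73e-07). miRNAs of a cluster are not independent of each other, and 19 of the 25 lay in 1 cluster. To count each X-linked cluster once, a cluster was taken as up when any member was, and all other miRNAs were counted singly. Of the 5 X clusters taken as up, 1 had 1 of 6 members up and another 1 of 5. The odds ratio was then 2.79 (Fisher's exact p = 0.0790). With no normalization between arrays the odds ratio over single miRNAs was 2.19 (Fisher's exact p = 0.0698). Among the 189 miRNAs detected on Sham and both Flut+Acy arrays, 12 of the 26 that were at least 2-fold up were X-linked. The 47 miRNAs at least 2-fold down included 4 X-linked ones, of which miR-374 was not detected on Sham.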

Interestingly, 18 of 28 highly altered androgen-responsive miRNAs were located on the X chromosome (Table S2).

To further substantiate our findings, we determined the levels of altered miRNAs in LHβ-knockout (LHβ KO) mice. These mice have no detectable levels of intratesticular testosterone compared with wild-type control mice [27]. Consistent with this finding, expression of the androgen-regulated *Rhox5* gene was significantly reduced in LHβ KO mice compared with that of their sibling controls (Figure S1). Real-time RT-PCR analysis on the purified Sertoli cells from LHβ KO mice revealed that testosterone-responsive miRNAs identified in Sertoli cells treated with flutamide-acyline were similarly altered in LHβ KO mice (Figure 1C), further supporting the notion that miRNAs are testosterone-regulated factors in the mouse Sertoli cells. Next, we determined whether miRNAs in Sertoli cells show a time course response to androgen. We compared miRNA levels in mice treated with flutamide-acyline and flutamide-acyline-testosterone-replacement at time points of 3, 7 and 14 days. Most miRNAs showed significantly altered expression only after 14 days of treatment (Figure 1D). This may be due to insufficient reduction in intratesticular testosterone levels observed in day 3 and day 7 treatment groups (data not shown).

### Tissue and developmental specificity of androgen-regulated miRNAs

Besides the testis, several other tissues respond to androgens. Therefore, we asked whether the androgen-responsive miRNAs we identified are expressed only in the testis. By using real-time RT-PCR analysis and primers specific for each miRNA, we determined the levels of 18 highly altered miRNAs in a panel of 12 adult tissues (Figure 2 and Figure S2). All 18 miRNAs were highly expressed in the testis, three of which (miR-463, -471 and -201) were expressed exclusively in the testis (Figure 2). Future studies will determine whether expression (albeit significantly lower than the testis) of some of these miRNAs in other tissues that express androgen receptor is also under the androgen control or whether some tissue-specific factors regulate their expression.

Next, we determined whether these testosterone-responsive miRNAs are developmentally regulated in Sertoli cells. We focused on nine miRNAs (cluster 1: miR-743A, -471-5p, -741, -463, -880, -878-5p and -871; cluster 2: miR-201 and -547) located in two clusters on the X chromosome. Real-time RT-PCR analysis revealed that expression of all these miRNAs in Sertoli cells peaked either at postnatal day 13 or on or after day 21 (Figure 3). These stages are associated with two distinct androgen-dependent steps of spermatogenesis: spermatocytes progress through meiosis I by day 12, and round spermatids begin to differentiate after day 21. MiR-201 and -547 (in cluster 2) displayed a progressive pattern of expression such that the timing and level of their peak expression in Sertoli cells corresponds to their chromosomal position. MiR-201, the most 5′ miRNA with respect to the centromere, is expressed first, and then its expression rapidly ceases. The next miRNA in the cluster, miR-547, is expressed later in development, peaking around day 21. In addition to temporal collinear expression, miR-201 and -547 show quantitative collinearity: miR-201 expression levels are lower than those of miR-547, whose expression peaks when miR-201 expression begins to decline.

### Genes highly expressed in the testis may be putative targets of testosterone-responsive miRNAs

To understand how miRNAs may influence androgen-dependent events during spermatogenesis, we set out to identify genes that testosterone-responsive miRNAs might regulate. Integration of the results from target prediction algorithms (picTar, MirTarget2, Target Scan, miRanda and miTarget) revealed that androgen-responsive miRNAs target several genes involved in testicular physiology (Table S2). Consistent with this finding, pathway analyses of predicted targets showed that androgen-responsive miRNAs target junctional complex, Sertoli cell-germ cell junction signaling and Sertoli cell-Sertoli cell signaling networks (Figure S3). For further analysis, we focused on two target genes of miR-471, forkhead/winged-helix transcription factor Foxd1 and desmosomal cadherin Dsc1, both of which showed highly altered expression in androgen-suppressed and LHβ KO mouse models. Real-time RT-PCR analysis on the purified Sertoli cells showed that while *Foxd1* expression is predominantly in the Sertoli cells, *Dsc1* though highly expressed in the Sertoli cells may also be expressed in the other testicular cell types (Figure S4).

Because miRNAs regulate gene expression by binding to the 3′ UTRs of their target genes, we predicted that miR-471 represses Foxd1 and Dsc1 expression by binding to their 3′ UTRs. Bioinformatics analyses revealed that both *Foxd1* and *Dsc1* 3′ UTRs contained one putative binding site for miR-471 (Figure 4A and Figure 5A). To determine whether miR-471 indeed binds to *Foxd1* and *Dsc1* 3′ UTRs at their putative binding sites, we transfected Sertoli cells with a pMIR-REPORT vector construct containing either the *Foxd1* or *Dsc1* 3′ UTRs and then measured luciferase activity. As shown in Figure 4B and Figure 5B, luciferase activity was significantly repressed in pMIR-*Foxd1* and -*Dsc1* 3′ UTR transfected 15P1 Sertoli cells when compared with the null pMIR construct. Finally, we assessed the effect of miR-471 on Foxd1 and Dsc1 transcript and protein levels by performing real-time RT-PCR and western blot analysis in 15P1 Sertoli cells and HeLa cells overexpressing a miR-471 oligonucleotide (miR-471 mimic). Overexpression of miR-471 mimic significantly reduced Foxd1 and Dsc1 RNA (Figure 4C and Figure 5C) and protein (Figure 4D, Figure 5D and Figure S4) levels. Collectively, our results confirmed that miR-471 regulates FoxD1 and Dsc1 expression at both the RNA and protein levels by binding to their 3′ UTRs.

### Androgen-dependent regulation of Foxd1 and Dsc1 in Sertoli cells

Next we sought to determine whether testosterone indeed controls expression of Foxd1 and Dsc1 in Sertoli cell in vivo. We performed immunohistochemical analysis on testicular sections from sham-treated control, flutamide-acyline-treated and flutamide-treated testosterone-replacement mice. In comparison with control mice, flutamide treatment significantly lowered Foxd1 and Dsc1, whereas testosterone-replacement rescued their expressions in the Sertoli cells (Figure 6A and Figure 7A). In contrast to Foxd1 and Dsc1, expression of Sertoli cell-specific protein Sox9, which is not regulated by the androgen in the adult testis, showed no change in flutamide-acyline-treated or testosterone-supplemented groups when compared with the sham-treated control group. Supporting this, real-time RT-PCR analysis on the purified Sertoli cells from control, flutamide-acyline-treated and testosterone-supplementation mice testes showed significantly lower *Foxd1* and *Dsc1* levels in the flutamide-acyline-treated mice when compared to control mice, while testosterone-supplementation rescued their transcripts levels comparable to the control mice (Figure 6B and Figure 7B). Western blot analysis on testicular lysates from control, flutamide-acyline-treated and flutamide-treated androgen-replacement mice further substantiated these findings (Figure 6C and Figure 7C). Taken together, these findings suggest that testosterone-responsive miR-471 regulate expression of Foxd1 and Dsc1, which are expressed in a testosterone-dependent manner in the mouse Sertoli cells. Future studies manipulating the levels of miR-471 in the Sertoli cells in vivo will further validate these findings.

## Discussion

Although androgen activation of adult Sertoli cells is essential for germ cell development and differentiation [1], [2], the underlying molecular mechanism remains largely unknown. Here, we identify miRNAs as one group of testosterone-dependent trans-acting factors in postnatal Sertoli cells that may play a crucial role in androgen-mediated events during spermatogenesis by targeting Sertoli cell/germ cell-specific genes. Our results reveal that several of these testosterone-responsive miRNAs are expressed in a developmentally-dependent manner in the mouse Sertoli cells. Many miRNAs (including miR-471, -470, -463, -465, -743a/b, -883, -880 -201 and -547) are located in clusters on the X chromosome, suggesting that they may play a coordinated role in androgen-dependent spermatogenic events. Furthermore, our pathway analysis indicates that these miRNAs may target genes or factors involved in cellular signaling and junction restructuring, two androgen-dependent processes crucial for germ cell development. 

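The scanner files place the miRNAs of these families on chromosome X of mm9, giving for each a short stretch, such as 64067170 to 64067184 for miR-470. This stretch need not be the whole mature sequence, and the starts and ends given here are those of such stretches. miRNAs less than 100 kb apart were taken as 1 cluster. The largest cluster runs from 64029935 to 64092288 and holds 24 miRNAs that were detected on Sham or Flut+Acy. Of these 24, 19 were at least 2-fold up in Flut+Acy against Sham and none was at least 2-fold down, with a median log2 difference of 2.27. Only 10 of the 24 were detected on Sham, and the others enter these counts at their measured or floored signal. It includes miR-743a (start 64029935), miR-743b-3p (64030441), miR-883a-3p (64033943), miR-471 (64045809), miR-463 (64052411), miR-880 (64053715), miR-470 (64067170) and miR-465c-3p (64079140). miR-743a rose by 2.36, miR-883a-3p by 2.13, miR-880 by 2.26 and miR-470 by 2.22, each higher on both Flut+Acy arrays and with a limma adjusted p below 0.05. Members of the cluster that did not rise by 2-fold included miR-878-3p, with a log2 difference of 0.70. miR-201 and miR-547 lie together between 65241310 and 65241576, and their log2 differences were 1.89 and 1.77. Of another pair between 50095336 and 50095732, miR-20b rose by 1.21, and miR-106a, not detected on Sham, was at least 1.34-fold higher in Flut+Acy. Elsewhere on X, miR-676 (-1.75), miR-221 (-1.47) and miR-223 (-1.10) were at least 2-fold lower in Flut+Acy, although before normalization their total signals were higher on both Flut+Acy arrays than on Sham. The pairs and single miRNAs outside the named families were picked out after their values were seen. From the location of the miRNAs in clusters, the paper proposes a coordinated role in androgen-dependent events of spermatogenesis.

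**Figure D4:**
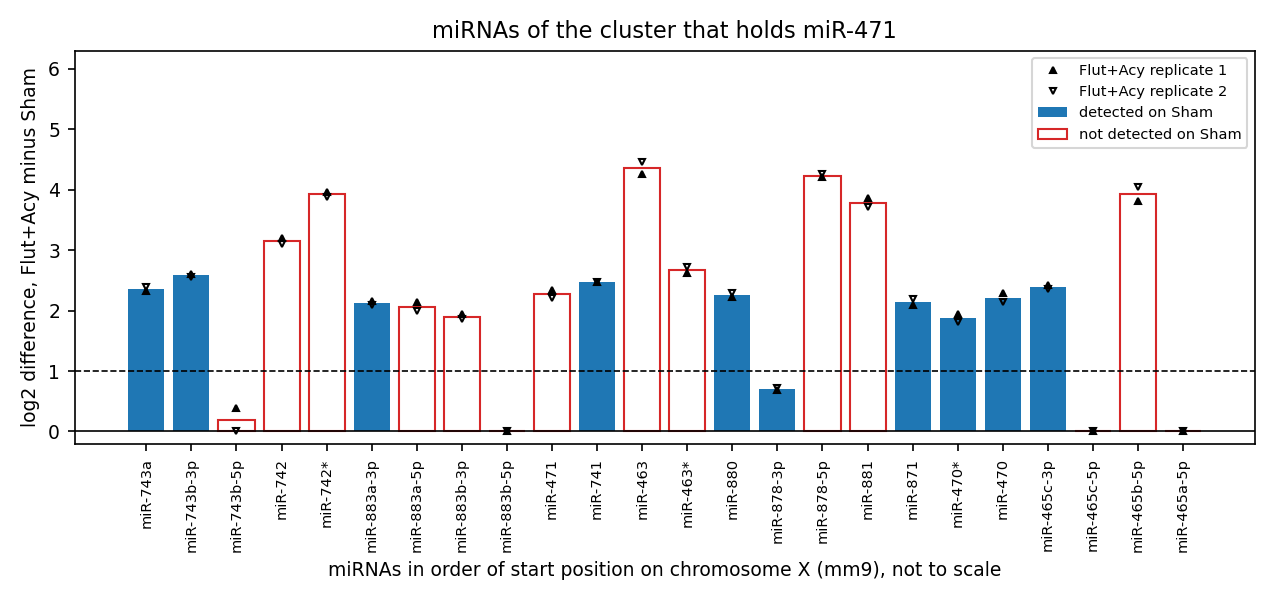
Bars give the log2 difference between Flut+Acy and Sham, and triangles that of each Flut+Acy array, for the 24 miRNAs of the cluster in order of their start on chromosome X (mm9, not to scale). Filled bars are the 10 miRNAs detected on Sham and open bars those not detected there, and 19 of the 24 bars pass the dashed line at a log2 difference of 1.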

Our results showing increased levels of several miRNAs in the absence of testosterone propose that testosterone-mediated inhibition of miRNAs in Sertoli cells may facilitates the expression of genes essential for spermatogenesis.

Our results show that expression of Dsc1, a calcium-dependent glycoprotein expressed in desmosomes at the epithelial cellular junctions [25], is regulated by testosterone-responsive miR-471 in the Sertoli cell lines. Although a direct role for Dsc1 in the testis has not been identified, mice lacking Dsc1 exhibit epidermal fragility due to defects in cell adhesion and barrier functions [25]. Furthermore, other desmosomal proteins, such as Dsc2 and desmogleins, play an important role in junctional restructuring by regulating tight junction protein zonula occludens-1 (ZO-1) at the blood-testis-barrier (BTB) [28]. These findings suggest that Dsc1 may also play a similar role in Sertoli cell-Sertoli cell adhesion at the BTB. Because rapid recycling of signaling proteins is vital for extensive junctional restructuring at the BTB to facilitate germ cell translocation and maintain BTB integrity [29], testosterone-responsive miRNAs probably coordinate this process by tightly controlling the expression of junctional proteins, including Dsc1.

In addition to BTB, the continued expression of androgen-responsive miRNAs in postnatal Sertoli cells suggests that they may play an equally essential role in other androgen-dependent processes, including post-meiotic germ cell development, Sertoli cell-spermatid adhesion and sperm release. Consistent with this assertion, we demonstrate that miR-471 targets forkhead/winged-helix transcription factor Foxd1, which induces cAMP-dependent expression of protein kinase A (PKA) [24]. PKA activation phosphorylates and later activates many cellular proteins, including CREB, a Sertoli cell-specific transcription factor crucial in pos-tmeiotic germ cell development and maturation [9], [30]. PKA-dependent phosphorylation of CREB also transcriptionally activates several Sertoli cell genes within hours of testosterone stimulation [9]. Because this rapid, testosterone-dependent transcription occurs through CREB phosphorylation, inhibiting androgen-responsive miRNAs even slightly will probably profoundly affect Sertoli cell function by altering the levels of transcription factors, such as Foxd1, that mediate PKA activation and CREB phosphorylation.

Recently, a study in rats reported that androgen regulates several miRNAs [31]. However, the miRNAs that our study identified do not correlate with those in that study, for at least two reasons. First, the rat study used androgen-supplementation to elicit a change in miRNA expression, whereas we used androgen-suppression. Second, differences in miRNAs and their expression pattern between mice and rats may account for the disparity in the two reports.

In conclusion, our study establishes the importance of miRNAs, a new class of regulatory molecules in testicular physiology. To our knowledge, our study is the first to address the mechanism by which miRNAs, the androgen-responsive trans-acting factors in Sertoli cells, may regulate androgen-dependent events essential for male fertility. Because miRNAs can regulate many factors in single or multiple regulatory pathways, tightly controlled expression of androgen-responsive miRNAs is vital for spermatogenesis. Future studies aimed at addressing the regulation and precise function of the androgen-responsive miRNAs could provide deeper understanding of how androgen regulates Sertoli cell physiology and various events in spermatogenesis.

## Materials and Methods

### Animals

All animal experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Approval of animal use for this study was granted by The Institutional Animal Care and Use Committee of The University of Texas Health Science Center at San Antonio (Animal Welfare Assurance #A3345-01; Protocol #10072X) and The University of Kansas Medical Center (ACUP #2010-1930). We maintained B6129 male mice aged 5–7 weeks (Taconic, Hudson, NY) in a fixed 12 h light-dark cycle with free access to food and water. We generated and genotyped LHβ KO mice as previously described [27]. To identify androgen-responsive miRNAs in Sertoli cells, we divided mice into three treatment groups:

1. Sham (0.2 cm Silastic tube implanted subcutaneously [s.c.] and saline injected intraperitoneally [i.p.])
2. Antiandrogen flutamide (Sigma, St. Louis, MO; administered through a 0.2 cm Silastic tube implanted s.c.) and anti-GnRH acyline (20 mg/kg body weight injected i.p.)
3. Androgen-replacement (flutamide and testosterone [Sigma; administered through a 0.2 cm Silastic tube implanted s.c.] and acyline [20 mg/kg body weight injected i.p.])

### Sertoli cell purification and RNA isolation

We euthanized mice by asphyxiation with CO2, harvested their testes, and isolated Sertoli cells as previously described [32], [33]. We extracted RNA from purified Sertoli cells (pooled from five to seven mice) by using the miRNeasy Mini Kit (Qiagen, Valencia, CA). We converted 1 µg of total RNA into cDNA by using the miScript Reverse Transcription Kit (Qiagen) and analyzed with real-time RT-PCR (7900HT Fast Real-time PCR System; Life Technologies, Grand Island, NY; cycling conditions: 15 s at 95°C, 30 s at 55°C, 30 s at 70°C, 40 cycles) using the miScript SYBR Green PCR Kit (Qiagen) and miRNA-specific forward primers. We normalized miRNA expression levels to RNU19/5S and gene expression to 18S. Table S3 lists primer sequences for both miRNAs and genes.

### Microarray and real-time RT-PCR validation

We hybridized purified Sertoli cell RNA to the Agilent 4×44 k Whole Mouse Genome Microarray (Agilent Technologies, Santa Clara, CA) according to manufacturer's protocol and scanned with the Agilent G2505B scanner. We extracted relative miRNA expression ratios with Agilent's Feature Extraction software. We normalized quantiles with the MATLAB Bioinformatics Toolbox (R2009a; Mathworks, Natick, MA). Selected signature miRNA sets were obtained by calculating normalized log_2_ ratio using ((log_2_ data)-μ)/s algorithm, where μ is the average log_2_ intensity of each miRNA among three samples and s is the standard deviation of each miRNA among three samples. Only miRNAs with normalized ratios ≥2 fold (log_2_ 1) were selected. 

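The selection rule was applied to the log2 quantile-normalized signals of the 298 miRNAs detected on at least 1 array, with the Flut+Acy arrays averaged. For 3 values, the largest distance from their mean in units of their sample SD has a fixed range, and here it lay between 1 and 1.15 for every miRNA whose signals were not all equal. The rule therefore kept 291 of the 298 miRNAs, and the 7 it dropped had equal signals in all 3 groups. With the population SD the largest distance lay between 1.22 and 1.41, and again 291 were kept. A further requirement of at least 2-fold between the highest and lowest group left 227.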

Microarray results were validated using real-time RT-PCR analysis as explained above. Differential expression of miRNAs between groups was tested for significance using a single-factor analysis of variance (ANOVA) with the Tukey multiple comparison test. *p*<0.05 was taken as a level of significance. The differential miRNA expression dataset has been deposited in the GEO/NCBI database (GSE37679).

### Immunohistochemistry and western blot analysis

We carried out immunohistochemical analyses on 4% paraformaldehyde (PFA)-fixed and paraffin-embedded testicular sections as previously described [4]. We performed western blot analysis on testis extracts from sham control (Sham), flutamide-acyline (Flut+Acy), and androgen-replacement (Flut+Acy+T) groups or cell extracts from miR-471 mimic-transfected 15P1 Sertoli cells and HeLa cells as described previously [34]. We purchased antibodies to actin (A5316; Sigma), tubulin (556321; BD Biosciences, San Jose, CA), Foxd1 (SC-133586; Santa Cruz Biotechnology, Santa Cruz, CA), Sox9 (Santa Cruz Biotechnology) and Dsc1 (SC-18115; Santa Cruz Biotechnology and AP8666b; Abgent, San Diego, CA).

### Hormone measurements

We measured intratesticular testosterone by radioimmunoassay, using the Coat-A-Count Kit (PITKITT 5; Siemens, Tarrytown, NY), as described previously [35]. Intratesticular estradiol was measured using ELISA at the Ligand Assay and Analysis Core, University of Virginia School of Medicine, Charlottesville, VA.

### Plasmids

The 3′ UTR segments of the *Foxd1* and *Dsc1* genes were PCR amplified and subcloned into the pMIR-REPORT vector (Life Technologies) at the HindIII and SpeI restriction sites to generate the pMIR-*Foxd1* and pMIR-*Dsc1* 3′ UTR-containing plasmids.

### Luciferase assay

We co-transfected HeLa cells with 500 ng of luciferase-3′ UTR constructs and 5 ng of pRL-CMV (Promega, Madison, WI) using Lipofectamine 2000 (Life Technologies). Twenty-four hours after transfection, we transfected cells with miRNA mimics (Life Technologies) at a final concentration of 100 nM using Lipofectamine 2000. We harvested cells after an additional 48 h according to manufacturer's protocol from the Dual Luciferase Reporter Assay System (Promega) and read luciferase activity by using the Glomax 20/20 Luminometer (Promega).

### Statistical analysis

All values and error bars in graphs are means ± SEM; respective *n*-values are indicated in figure legends; *p*-values were determined by two-tailed Student's *t*-tests and ANOVA with the Tukey multiple comparison test.

## Supporting Information

Figure S1 **Anti-androgen treatment suppresses spermatogenesis.** (**A**) Photomicrograph showing reduced testicular size in flutamide-acyline-treated (Flut+Acy) mice and rescued testis size in flutamide-acyline testosterone-supplementation (Flut+Acy+T) mice when compared to sham-treated (Sham) control mice. (**B**) Bar graph showing testis weight in Sham, Flut+Acy and Flut+Acy+T mice. (**C**) Histological analysis on testicular sections showing normal spermatogenesis in Sham, suppression of spermatogenesis beyond step 8 in Flut+Acy and resumption of spermatogenesis in Flut+Acy+T mice. (**D**) Real-time RT-PCR analysis using *Rhox5*-specific primers on purified Sertoli cells show significantly decreased levels of *Rhox5* in Flut+Acy mice and rescued *Rhox5* levels in Flut+Acy+T mice when compared to Sham control. Sertoli cells were pooled from 6 mice for each group for each experiment (*n* = 3 different experiments). (**E**) Real-time RT-PCR analysis using *Rhox5*-specific primers on purified Sertoli cells show significantly decreased levels of *Rhox5* in LHβ KO mice when compared to sibling control.
(TIF) Click here for additional data file.

Figure S2 **Expression pattern of androgen-responsive miRNAs.** Real-time RT-PCR analysis of selected miRNA expression in total cellular RNA prepared from the adult mice tissues shown. All values are normalized against RNU19 levels. Bar graphs represent the mean fold increase ± SEM of miRNA expression over background for at least two RT reactions assayed in duplicate from three separate mice.
(TIF) Click here for additional data file.

Figure S3 **Pathway analyses of predicted androgen-responsive miRNA targets.** Biological pathway analyses of predicted target genes of differentially expressed miRNAs (>2-fold threshold obtained from microarray) using Ingenuity Systems IPA software (Redwood City, CA). Target genes associated with selected biological functions and canonical pathways in the Ingenuity Knowledge Base were considered for the analysis. Fischer's exact test was used to calculate a *p*-value determining the probability that each biological function and canonical pathway assigned to the candidate miRNA target genes is due to chance alone. Biological functions and canonical pathways with *p*<0.05 were considered significant.
(TIF) Click here for additional data file.

Figure S4 **Foxd1 and Dsc1 are expressed in the Sertoli cells and targeted by miR-471.** (**A**) Real-time RT-PCR analyses to determine Foxd1 and Dsc1 transcripts levels in purified Sertoli cells relative to total testis. The values shown are representative of three independent experiments. (**B**) Western blot analysis of HeLa cells transfected with miR-471 mimic by using anti-Foxd1 (1∶1000) or anti-Dsc1 antibody (1∶250). Actin was used as a loading control. Gel photographs represent three independent experiments.
(TIF) Click here for additional data file.

Table S1 Partial list of differentially expressed miRNAs. Fold difference (shown as log_2_) for miRNAs altered in Flut+Acy and Flut+Acy+T groups are calculated as log_2_ (Flut+Acy)/log_2_ (Sham) and log_2_ (Flut+Acy+T)/log_2_ (Flut+Acy), respectively. Data showing the complete list of androgen-responsive miRNAs are deposited to the GEO database (GSE37679).
(DOC) Click here for additional data file.

Table S2 List of predicted genes targeted by androgen-responsive miRNAs. MiRNAs identified from the microarray analysis (Table S1).
(DOC) Click here for additional data file.

Table S3 Primers used in this study.
(DOC) Click here for additional data file.

# Supplementary material for: Androgen-Responsive MicroRNAs in Mouse Sertoli Cells
**Source:** PLoS One. 2012 Jul 20;7(7):e41146. doi: 10.1371/journal.pone.0041146
**Supplement:** Table S1 — Partial list of differentially expressed miRNAs. Fold difference (shown as log2) for miRNAs altered in Flut+Acy and Flut+Acy+T groups are calculated as log2 (Flut+Acy)/log2 (Sham) and log2 (Flut+Acy+T)/log2 (Flut+Acy), respectively. Data showing the complete list of androgen-responsive miRNAs are deposited to the GEO database (GSE37679).

Table S1. Partial list of differentially expressed miRNAs.

| **MiRNA** | **Fold Difference Flut+Acy / Sham (log2)** | **Fold Difference Flut+Acy+T / Flut+Acy (log2)** | **Chromosome** |
| --- | --- | --- | --- |
| mmu-miR-129-3p | 2.405810397 | 0.33152209 | 6 |
| mmu-miR-15b | 2.581853379 | 0.28798371 | 3 |
| mmu-miR-19a | 3.06421229 | 0.243262633 | 14 |
| mmu-miR-19b | 2.818034753 | 0.280157575 | 14 & X |
| mmu-miR-201 | 4.149378841 | 0.218643234 | X |
| mmu-miR-547 | 3.099642108 | 0.20853129 | X |
| mmu-miR-25 | 2.044262761 | 0.23834558 | 5 |
| mmu-miR-34a | 7.172064167 | 0.266912935 | 4 |
| mmu-miR-34b-5p | 4.551991536 | 0.238642559 | 9 |
| mmu-miR-34c | 3.153054317 | 0.136994787 | 9 |
| mmu-miR-34c* | 2.110672812 | 0.398659591 | 9 |
| mmu-miR-375 | 2.257480599 | 0.37063825 | 1 |
| mmu-miR-449a | 3.566539107 | 0.216227209 | 13 |
| mmu-miR-463 | 2.753186329 | 0.369941838 | X |
| mmu-miR-465c-3p | 5.471269651 | 0.192409136 | X |
| mmu-miR-466e-3p | 2.185106881 | 0.402373494 | 2 |
| mmu-miR-470 | 3.425233552 | 0.195242735 | X |
| mmu-miR-470* | 3.425233552 | 0.181947205 | X |
| mmu-miR-471 | 4.38985355 | 0.233840911 | X |
| mmu-miR-741 | 5.524972388 | 0.197156675 | X |
| mmu-miR-743a | 5.612930093 | 0.120015053 | X |
| mmu-miR-743b-3p | 6.119425181 | 0.096724632 | X |
| mmu-miR-871 | 3.69827187 | 0.202651876 | X |
| mmu-miR-878-5p | 2.577233096 | 0.354512798 | X |
| mmu-miR-880 | 5.599541969 | 0.237623836 | X |
| mmu-miR-883a-3p | 4.185752707 | 0.191423163 | X |
| mmu-miR-883a-5p | 2.996875649 | 0.232472528 | X |
| mmu-miR-883b-3p | 2.059459321 | 0.394933507 | X |

Fold difference (shown as log2) for miRNAs altered in Flut+Acy and Flut+Acy+T groups are calculated as log2 (Flut+Acy) / log2 (Sham) and log2 (Flut+Acy+T) / log2 (Flut+Acy), respectively. 

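The values of Table S1 were set against the deposited table of quantile-normalized values, which is on a linear scale. Neither the ratio of log2 values nor the difference of log2 values nor the plain linear ratio gave any of the 56 values in the table's fold columns within 1%. Solving each of the 28 values of the first column for an amount added to every signal before the ratio gave 32 units each time. With 32 units added and the Flut+Acy arrays averaged on the log2 scale, linear ratios gave all 56 values within 1%, a form chosen after the values were seen. The columns are therefore read here as linear ratios, of Flut+Acy over Sham (the paper's values run from 2.04 to 7.17) and of Flut+Acy+T over Flut+Acy (the paper's values run from 0.0967 to 0.402). The added amount lowers the ratio of dim miRNAs most. For miR-463 the deposited values gave a ratio of 26.7 without it and 2.75 with it, and for miR-34a 7.47 and 7.17. In the quantile-normalized total signals, 27 of the 28 miRNAs were at least 2-fold higher in Flut+Acy than in Sham, miR-25 being the exception, and 9 of the 28 were not detected on Sham. The deposited values of miR-470 and miR-470* were identical on Sham (32.8 units) and on both Flut+Acy arrays, while the scanner files gave total signals on Sham of 18.6 and 10.3 units.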

Data showing the complete list of androgen-responsive miRNAs are deposited to the GEO database (GSE37679).

# Supplementary material for: Androgen-Responsive MicroRNAs in Mouse Sertoli Cells
**Source:** PLoS One. 2012 Jul 20;7(7):e41146. doi: 10.1371/journal.pone.0041146
**Supplement:** Table S2 — List of predicted genes targeted by androgen-responsive miRNAs. MiRNAs identified from the microarray analysis (Table S1).

**Table S2. List of predicted genes targeted by androgen-responsive miRNAs.**

Gene Symbol miRNA

Cep97 mmu-miR-471

Creg1 mmu-miR-471

Cxcl16 mmu-miR-471

Dsc1 mmu-miR-471

Dsc2 mmu-miR-471

Fam73a mmu-miR-471

Fign mmu-miR-471

Foxd1 mmu-miR-471

Il33 mmu-miR-471

Nfat5 mmu-miR-471

Ptgr2 mmu-miR-471

Rdh20 mmu-miR-471

Slc9a3r1 mmu-miR-471

Smarcc2 mmu-miR-471

Smyd3 mmu-miR-471

Snf1lk mmu-miR-471

Ssbp2 mmu-miR-471

Sv2b mmu-miR-471

Tef mmu-miR-471

Tmem161b mmu-miR-471

Xkrx mmu-miR-471

Aebp2 mmu-miR-463

Barhl1 mmu-miR-463

Camk1d mmu-miR-463

Ccdc71 mmu-miR-463

Dtx1 mmu-miR-463

Eif4g2 mmu-miR-463

Eml4 mmu-miR-463

Foxp2 mmu-miR-463

Gabrb3 mmu-miR-463

Iqck mmu-miR-463

Lmo4 mmu-miR-463

Lypla1 mmu-miR-463

Man1a mmu-miR-463

Nedd4l mmu-miR-463

Pcgf3 mmu-miR-463

Prpf4 mmu-miR-463

Ralbp1 mmu-miR-463

Rbpms mmu-miR-463

Rod1 mmu-miR-463

Smg1 mmu-miR-463

Timp3 mmu-miR-463

Tmem49 mmu-miR-463

Ubfd1 mmu-miR-463

Gene Symbol miRNA

Aff4 mmu-miR-878-5p

Ankrd11 mmu-miR-878-5p

Apc mmu-miR-878-5p

Arrdc3 mmu-miR-878-5p

Baz1a mmu-miR-878-5p

Bcl2l11 mmu-miR-878-5p

Btf3l4 mmu-miR-878-5p

Cnih4 mmu-miR-878-5p

Csnk1a1 mmu-miR-878-5p

Ddx3x mmu-miR-878-5p

Eif4e mmu-miR-878-5p

Epc2 mmu-miR-878-5p

Eps8 mmu-miR-878-5p

Gdap1 mmu-miR-878-5p

Gfod1 mmu-miR-878-5p

Igfbp3 mmu-miR-878-5p

Igfbpl1 mmu-miR-878-5p

Ipo8 mmu-miR-878-5p

Itgb3bp mmu-miR-878-5p

Mbnl1 mmu-miR-878-5p

Mid2 mmu-miR-878-5p

Mns1 mmu-miR-878-5p

Msrb3 mmu-miR-878-5p

Mum1l1 mmu-miR-878-5p

Nr6a1 mmu-miR-878-5p

Ogt mmu-miR-878-5p

Pax6 mmu-miR-878-5p

Prss35 mmu-miR-878-5p

Ptpn9 mmu-miR-878-5p

Rad23b mmu-miR-878-5p

Rc3h2 mmu-miR-878-5p

Rnf24 mmu-miR-878-5p

Runx1t1 mmu-miR-878-5p

Sephs1 mmu-miR-878-5p

Slc16a10 mmu-miR-878-5p

Slc37a2 mmu-miR-878-5p

Slc39a10 mmu-miR-878-5p

Slc40a1 mmu-miR-878-5p

Syt1 mmu-miR-878-5p

Tmed10 mmu-miR-878-5p

Tnrc6b mmu-miR-878-5p

Wdr19 mmu-miR-878-5p

Wtap mmu-miR-878-5p

Ythdf3 mmu-miR-878-5p

Gene Symbol miRNA

Ahctf1 mmu-miR-880

Ankrd11 mmu-miR-880

Anks1b mmu-miR-880

Arhgef9 mmu-miR-880

Atrn mmu-miR-880

Braf mmu-miR-880

Cbx4 mmu-miR-880

Ccnyl1 mmu-miR-880

Cggbp1 mmu-miR-880

Chst12 mmu-miR-880

Clec7a mmu-miR-880

Commd7 mmu-miR-880

Corin mmu-miR-880

Dennd5b mmu-miR-880

Dgkk mmu-miR-880

Dixdc1 mmu-miR-880

Ell mmu-miR-880

Evi5 mmu-miR-880

Fam188b mmu-miR-880

Fam199x mmu-miR-880

Fbxo11 mmu-miR-880

Fos mmu-miR-880

Grm5 mmu-miR-880

Hapln1 mmu-miR-880

Icmt mmu-miR-880

Igfbp5 mmu-miR-880

Inoc1 mmu-miR-880

Jarid2 mmu-miR-880

Luc7l2 mmu-miR-880

Map2k1ip1 mmu-miR-880

Mapk9 mmu-miR-880

Mesdc1 mmu-miR-880

Mllt11 mmu-miR-880

Mtap2 mmu-miR-880

Patl1 mmu-miR-880

Pcbp2 mmu-miR-880

Per1 mmu-miR-880

Phf21b mmu-miR-880

Plagl2 mmu-miR-880

Ppp3r1 mmu-miR-880

Rarb mmu-miR-880

Slc23a2 mmu-miR-880

Smad6 mmu-miR-880

Stx3 mmu-miR-880

Syncrip mmu-miR-880

Gene Symbol miRNA

Tardbp mmu-miR-880

Tcf12 mmu-miR-880

Timp3 mmu-miR-880

Tnrc18 mmu-miR-880

Trpv4 mmu-miR-880

Tsc22d2 mmu-miR-880

Usp54 mmu-miR-880

Usp9x mmu-miR-880

Wtap mmu-miR-880

Zfp148 mmu-miR-880

Zfp182 mmu-miR-880

Zfp46 mmu-miR-880

Zfp827 mmu-miR-880

Arhgap26 mmu-miR-741

Arhgef12 mmu-miR-741

Arih1 mmu-miR-741

Arpc5 mmu-miR-741

Barhl1 mmu-miR-741

Btrc mmu-miR-741

C2cd2l mmu-miR-741

Cacna1e mmu-miR-741

Ccdc38 mmu-miR-741

Cntd1 mmu-miR-741

Cops2 mmu-miR-741

Cpne3 mmu-miR-741

Derl2 mmu-miR-741

Dnajc14 mmu-miR-741

Dynll2 mmu-miR-741

Efnb3 mmu-miR-741

Elp4 mmu-miR-741

Epc1 mmu-miR-741

Esrrg mmu-miR-741

Fam107b mmu-miR-741

Fam49a mmu-miR-741

Fam78b mmu-miR-741

Frmpd4 mmu-miR-741

Gpr173 mmu-miR-741

Gria2 mmu-miR-741

Hlcs mmu-miR-741

Kif5a mmu-miR-741

Lrp4 mmu-miR-741

Maoa mmu-miR-741

Mcl1 mmu-miR-741

Mfap3 mmu-miR-741

Mixl1 mmu-miR-741

Gene Symbol miRNA

Ncan mmu-miR-741

Nptx1 mmu-miR-741

Numa1 mmu-miR-741

Onecut2 mmu-miR-741

Otud7b mmu-miR-741

Pcmtd1 mmu-miR-741

Phldb1 mmu-miR-741

Pknox1 mmu-miR-741

Ppp3r1 mmu-miR-741

Pscd1 mmu-miR-741

Rhoq mmu-miR-741

Rnf114 mmu-miR-741

Rrp8 mmu-miR-741

Slc9a5 mmu-miR-741

Snx30 mmu-miR-741

Sobp mmu-miR-741

Tbl2 mmu-miR-741

Tbpl1 mmu-miR-741

Tcfap2b mmu-miR-741

Tnrc4 mmu-miR-741

Traf3 mmu-miR-741

Trp63 mmu-miR-741

Tspan9 mmu-miR-741

Txn2 mmu-miR-741

Txndc13 mmu-miR-741

Zbtb4 mmu-miR-741

Zfp780b mmu-miR-741

Adarb1 mmu-miR-201

Adcy1 mmu-miR-201

Ankrd40 mmu-miR-201

Arhgef12 mmu-miR-201

Bach2 mmu-miR-201

Bard1 mmu-miR-201

Cblb mmu-miR-201

Col4a5 mmu-miR-201

Creb1 mmu-miR-201

Egr1 mmu-miR-201

Ept1 mmu-miR-201

Esyt2 mmu-miR-201

Fam78b mmu-miR-201

Fbxl20 mmu-miR-201

Fbxo8 mmu-miR-201

Flrt3 mmu-miR-201

Fosl2 mmu-miR-201

Gabrb3 mmu-miR-201

Gene Symbol miRNA

H3f3a mmu-miR-201

Hoxa1 mmu-miR-201

Hs3st3a1 mmu-miR-201

Ikzf3 mmu-miR-201

Immt mmu-miR-201

Kcnc1 mmu-miR-201

Kif5a mmu-miR-201

Kras mmu-miR-201

Maf1 mmu-miR-201

Med13 mmu-miR-201

Mms19 mmu-miR-201

Mycbp2 mmu-miR-201

Ncam1 mmu-miR-201

Nr2f2 mmu-miR-201

Nudt18 mmu-miR-201

Otud4 mmu-miR-201

Pappa mmu-miR-201

Ppp2r5e mmu-miR-201

Prkd3 mmu-miR-201

Rap2b mmu-miR-201

Rapgef6 mmu-miR-201

Refbp2 mmu-miR-201

Ret mmu-miR-201

Rev3l mmu-miR-201

Rnf144a mmu-miR-201

Rpa1 mmu-miR-201

Scai mmu-miR-201

Sema6a mmu-miR-201

Sox11 mmu-miR-201

Sox9 mmu-miR-201

Srpk2 mmu-miR-201

St8sia2 mmu-miR-201

Stk16 mmu-miR-201

Tcf4 mmu-miR-201

Tsc22d2 mmu-miR-201

Tshz3 mmu-miR-201

Ubxd2 mmu-miR-201

Wnt2b mmu-miR-201

Zbtb7c mmu-miR-201

Arhgef40 mmu-miR-547

Cul4a mmu-miR-547

Diap1 mmu-miR-547

Dixdc1 mmu-miR-547

Dnajc14 mmu-miR-547

Dnmt3b mmu-miR-547

Gene Symbol miRNA

Dr1 mmu-miR-547

Dse mmu-miR-547

Dync1li1 mmu-miR-547

Dyrk1a mmu-miR-547

Dyrk1b mmu-miR-547

Efna3 mmu-miR-547

Elk1 mmu-miR-547

Enah mmu-miR-547

Enpep mmu-miR-547

Esr1 mmu-miR-547

Esyt2 mmu-miR-547

Fbxo11 mmu-miR-547

Fndc3a mmu-miR-547

Foxn2 mmu-miR-547

Fyttd1 mmu-miR-547

Gad2 mmu-miR-547

Galnt3 mmu-miR-547

Gjd2 mmu-miR-547

Gls mmu-miR-547

Gnai3 mmu-miR-547

Gnas mmu-miR-547

Gpr45 mmu-miR-547

Gzf1 mmu-miR-547

Hapln1 mmu-miR-547

Hnrnpab mmu-miR-547

Icmt mmu-miR-547

Igf1 mmu-miR-547

Ikzf2 mmu-miR-547

Ing3 mmu-miR-547

Inpp5a mmu-miR-547

Ipo4 mmu-miR-547

Kif26a mmu-miR-547

Kitl mmu-miR-547

Klf4 mmu-miR-547

Mafb mmu-miR-547

Maml1 mmu-miR-547

Map3k2 mmu-miR-547

Map3k3 mmu-miR-547

Map4k4 mmu-miR-547

Mbd2 mmu-miR-547

Mbnl2 mmu-miR-547

Mdga1 mmu-miR-547

Mdga2 mmu-miR-547

Mesdc1 mmu-miR-547

Mga mmu-miR-547

Gene Symbol miRNA

Mkln1 mmu-miR-547

Mpp3 mmu-miR-547

Mtap1b mmu-miR-547

Mtmr2 mmu-miR-547

Myo1c mmu-miR-547

Narg1 mmu-miR-547

Ndst3 mmu-miR-547

Nfib mmu-miR-547

Nptx1 mmu-miR-547

Onecut2 mmu-miR-547

Onecut3 mmu-miR-547

Orc4l mmu-miR-547

Pafah1b1 mmu-miR-547

Paip1 mmu-miR-547

Pbx1 mmu-miR-547

Pde8b mmu-miR-547

Pdgfc mmu-miR-547

Pdgfrb mmu-miR-547

Phactr4 mmu-miR-547

Pik3r1 mmu-miR-547

Pik3r3 mmu-miR-547

Pitpnm2 mmu-miR-547

Plagl1 mmu-miR-547

Ppara mmu-miR-547

Ppp2ca mmu-miR-547

Prdm16 mmu-miR-547

Prdm6 mmu-miR-547

Prkcb1 mmu-miR-547

Prps2 mmu-miR-547

Prtg mmu-miR-547

Prune mmu-miR-547

Ptchd1 mmu-miR-547

Ptgfrn mmu-miR-547

Ptpdc1 mmu-miR-547

Ptprg mmu-miR-547

Ptprj mmu-miR-547

Pygo2 mmu-miR-547

Qk mmu-miR-547

Rap1b mmu-miR-547

Rap2b mmu-miR-547

Rbpj mmu-miR-547

Rcor1 mmu-miR-547

Reep4 mmu-miR-547

Rell1 mmu-miR-547

Rhot1 mmu-miR-547

Gene Symbol miRNA

Rnf144a mmu-miR-547

Rnf19a mmu-miR-547

Rnft1 mmu-miR-547

Rpia mmu-miR-547

Rrbp1 mmu-miR-547

Rufy2 mmu-miR-547

Runx1t1 mmu-miR-547

Scn8a mmu-miR-547

Setd8 mmu-miR-547

Sh3bgrl2 mmu-miR-547

Shc1 mmu-miR-547

Sin3a mmu-miR-547

Slc10a3 mmu-miR-547

Slc17a6 mmu-miR-547

Slc19a2 mmu-miR-547

Slc20a2 mmu-miR-547

Slc22a23 mmu-miR-547

Slc25a26 mmu-miR-547

Slc2a3 mmu-miR-547

Slc35e1 mmu-miR-547

Slc38a2 mmu-miR-547

Slc39a14 mmu-miR-547

Slc44a5 mmu-miR-547

Slc5a3 mmu-miR-547

Slc7a14 mmu-miR-547

Snap91 mmu-miR-547

Sntb2 mmu-miR-547

Son mmu-miR-547

Spag9 mmu-miR-547

Specc1l mmu-miR-547

Spg21 mmu-miR-547

Spock1 mmu-miR-547

St8sia4 mmu-miR-547

Stt3a mmu-miR-547

Stx16 mmu-miR-547

Syap1 mmu-miR-547

Syncrip mmu-miR-547

Tanc2 mmu-miR-547

Tbpl1 mmu-miR-547

Tgfbr1 mmu-miR-547

Tln2 mmu-miR-547

Tmcc3 mmu-miR-547

Tmed2 mmu-miR-547

Tmed8 mmu-miR-547

Tmem109 mmu-miR-547

Gene Symbol miRNA

Tmem150 mmu-miR-547

Tmem16a mmu-miR-547

Tmem179b mmu-miR-547

Tmod2 mmu-miR-547

Tnc mmu-miR-547

Tnpo1 mmu-miR-547

Trim2 mmu-miR-547

Trim33 mmu-miR-547

Trmt6 mmu-miR-547

Trove2 mmu-miR-547

Tsc22d2 mmu-miR-547

Tulp4 mmu-miR-547

Ubap2 mmu-miR-547

Ube2g1 mmu-miR-547

Ube2q1 mmu-miR-547

Ube4b mmu-miR-547

Ubp1 mmu-miR-547

Usp14 mmu-miR-547

Vav3 mmu-miR-547

Wdr44 mmu-miR-547

Ywhag mmu-miR-547

Zbtb37 mmu-miR-547

Zbtb4 mmu-miR-547

Zbtb44 mmu-miR-547

Zfhx3 mmu-miR-547

Zfhx4 mmu-miR-547

Zfp148 mmu-miR-547

Zfp217 mmu-miR-547

Zfp462 mmu-miR-547

Zfp710 mmu-miR-547

Zfp827 mmu-miR-547

Zic1 mmu-miR-547

Zmat3 mmu-miR-547

Apln mmu-miR-743a

Arf6 mmu-miR-743a

Arid2 mmu-miR-743a

Arid4a mmu-miR-743a

Arl15 mmu-miR-743a

Asxl2 mmu-miR-743a

Cadm4 mmu-miR-743a

Camk2b mmu-miR-743a

Camkv mmu-miR-743a

Ccdc88a mmu-miR-743a

Cd200r3 mmu-miR-743a

Cdk2ap2 mmu-miR-743a

Gene Symbol miRNA

Fgf4 mmu-miR-743a

Fgfr1 mmu-miR-743a

Foxp2 mmu-miR-743a

Fzd7 mmu-miR-743a

Gpr56 mmu-miR-743a

Gprc5b mmu-miR-743a

Grk5 mmu-miR-743a

Hoxb2 mmu-miR-743a

Igfbp4 mmu-miR-743a

Igfbp5 mmu-miR-743a

Il13ra1 mmu-miR-743a

Ilf3 mmu-miR-743a

Impad1 mmu-miR-743a

Ing2 mmu-miR-743a

Inhbb mmu-miR-743a

Ipmk mmu-miR-743a

Iqsec2 mmu-miR-743a

Itga9 mmu-miR-743a

Jarid2 mmu-miR-743a

Map3k1 mmu-miR-743a

Mapkapk2 mmu-miR-743a

Rab10 mmu-miR-743a

Rab5b mmu-miR-743a

Rap1b mmu-miR-743a

Rap2c mmu-miR-743a

Rapgef2 mmu-miR-743a

Tgfbr2 mmu-miR-743a

Tgfbr3 mmu-miR-743a

Tiprl mmu-miR-743a

Wnt7a mmu-miR-743a

Bmi1 mmu-miR-203

Bmper mmu-miR-203

Bptf mmu-miR-203

Ccnd1 mmu-miR-203

Ccnd2 mmu-miR-203

Ccng1 mmu-miR-203

Ccrn4l mmu-miR-203

Cdc14b mmu-miR-203

Cdc2l5 mmu-miR-203

Cdh10 mmu-miR-203

Centg2 mmu-miR-203

Chd2 mmu-miR-203

Chd9 mmu-miR-203

Dcc mmu-miR-203

Dcp2 mmu-miR-203

Gene Symbol miRNA

Dcx mmu-miR-203

Ddx6 mmu-miR-203

Derl2 mmu-miR-203

Dgcr2 mmu-miR-203

Eya4 mmu-miR-203

Fgf16 mmu-miR-203

Foxk1 mmu-miR-203

Foxk2 mmu-miR-203

Foxp2 mmu-miR-203

Fyco1 mmu-miR-203

Fyn mmu-miR-203

Gpr109a mmu-miR-203

Gpr180 mmu-miR-203

Gpr81 mmu-miR-203

Grhl3 mmu-miR-203

Kctd9 mmu-miR-203

Khdrbs1 mmu-miR-203

Kif1b mmu-miR-203

Kif2a mmu-miR-203

Kpnb1 mmu-miR-203

Map3k1 mmu-miR-203

Map3k13 mmu-miR-203

Mapk10 mmu-miR-203

Mapre1 mmu-miR-203

Mecp2 mmu-miR-203

Ncam1 mmu-miR-203

Nfil3 mmu-miR-203

Pten mmu-miR-203

Ptp4a1 mmu-miR-203

Ptprg mmu-miR-203

Pcdh10 mmu-miR-203

Pcdh19 mmu-miR-203

Pclo mmu-miR-203

Rap1a mmu-miR-203

Rap2a mmu-miR-203

Rassf10 mmu-miR-203

Smad3 mmu-miR-203

Src mmu-miR-203

Stx16 mmu-miR-203

Ubr1 mmu-miR-203

Ubxd6 mmu-miR-203

Ugcg mmu-miR-203

Upf2 mmu-miR-203

Zcchc8 mmu-miR-203

Zdhhc20 mmu-miR-203

Gene Symbol miRNA

Zfp148 mmu-miR-203

Arhgap1 mmu-miR-34c

Arhgap26 mmu-miR-34c

Arid4a mmu-miR-34c

Arl15 mmu-miR-34c

Asb1 mmu-miR-34c

Ascl1 mmu-miR-34c

Atg4b mmu-miR-34c

Bcl2 mmu-miR-34c

Cacna1e mmu-miR-34c

Cacnb3 mmu-miR-34c

Cacng2 mmu-miR-34c

Camsap1 mmu-miR-34c

Camta1 mmu-miR-34c

Cant1 mmu-miR-34c

Car7 mmu-miR-34c

Casp2 mmu-miR-34c

Cbfa2t3 mmu-miR-34c

Ccnd1 mmu-miR-34c

Ccne2 mmu-miR-34c

Cdc25a mmu-miR-34c

Cdh4 mmu-miR-34c

Chl1 mmu-miR-34c

Clcn3 mmu-miR-34c

Clock mmu-miR-34c

Cnot4 mmu-miR-34c

Cntn2 mmu-miR-34c

Cntnap1 mmu-miR-34c

Ctnnd1 mmu-miR-34c

Dcp1a mmu-miR-34c

Dcx mmu-miR-34c

Ddx17 mmu-miR-34c

Fbxo30 mmu-miR-34c

Fgd6 mmu-miR-34c

Fndc3b mmu-miR-34c

Fndc8 mmu-miR-34c

Foxg1 mmu-miR-34c

Foxj2 mmu-miR-34c

Foxn2 mmu-miR-34c

Gas1 mmu-miR-34c

Igfbp3 mmu-miR-34c

Kcnd3 mmu-miR-34c

Kcne1l mmu-miR-34c

Kcnk3 mmu-miR-34c

Map2k1 mmu-miR-34c

Gene Symbol miRNA

Met mmu-miR-34c

Metap1 mmu-miR-34c

Notch1 mmu-miR-34c

Notch2 mmu-miR-34c

Pdgfra mmu-miR-34c

Pou3f3 mmu-miR-34c

Ppargc1b mmu-miR-34c

Ppp1r10 mmu-miR-34c

Ppp1r11 mmu-miR-34c

Rab43 mmu-miR-34c

Ralgds mmu-miR-34c

Ralgps2 mmu-miR-34c

Scn2b mmu-miR-34c

Sdhc mmu-miR-34c

Spry3 mmu-miR-34c

Srpr mmu-miR-34c

Stac2 mmu-miR-34c

Stat6 mmu-miR-34c

Stk38l mmu-miR-34c

Strn3 mmu-miR-34c

Stx17 mmu-miR-34c

Tnrc18 mmu-miR-34c

Tnrc4 mmu-miR-34c

Wnt1 mmu-miR-34c

Camsap1 mmu-miR-19b

Caprin1 mmu-miR-19b

Cbx6 mmu-miR-19b

Cbx7 mmu-miR-19b

Bcl3 mmu-miR-19b

Card10 mmu-miR-19b

Cc2d1a mmu-miR-19b

Ccdc126 mmu-miR-19b

Ccdc142 mmu-miR-19b

Ccdc88a mmu-miR-19b

Ccm2 mmu-miR-19b

Ccnd1 mmu-miR-19b

Ccnd2 mmu-miR-19b

Ccnl1 mmu-miR-19b

Ccrn4l mmu-miR-19b

Clock mmu-miR-19b

Cnot4 mmu-miR-19b

Cpeb3 mmu-miR-19b

Crebl2 mmu-miR-19b

Cyld mmu-miR-19b

Dcp2 mmu-miR-19b

Gene Symbol miRNA

Dcun1d2 mmu-miR-19b

Ddef2 mmu-miR-19b

Ddx3x mmu-miR-19b

Dgcr8 mmu-miR-19b

Dicer1 mmu-miR-19b

Dlc1 mmu-miR-19b

Dlx1 mmu-miR-19b

Dlx3 mmu-miR-19b

Elk3 mmu-miR-19b

Eea1 mmu-miR-19b

Efnb2 mmu-miR-19b

Epc1 mmu-miR-19b

Epc2 mmu-miR-19b

Epgn mmu-miR-19b

Ephb3 mmu-miR-19b

Epn2 mmu-miR-19b

Ereg mmu-miR-19b

Flnc mmu-miR-19b

Fndc3a mmu-miR-19b

Id2 mmu-miR-19b

Igf2r mmu-miR-19b

Igfbp3 mmu-miR-19b

Igsf3 mmu-miR-19b

Il6st mmu-miR-19b

Impdh1 mmu-miR-19b

Ing5 mmu-miR-19b

Inhbb mmu-miR-19b

Inoc1 mmu-miR-19b

Itch mmu-miR-19b

Itga6 mmu-miR-19b

Jarid2 mmu-miR-19b

Kcna4 mmu-miR-19b

Kcnb2 mmu-miR-19b

Kcnj2 mmu-miR-19b

Kif1b mmu-miR-19b

Kif3a mmu-miR-19b

Kit mmu-miR-19b

Map3k12 mmu-miR-19b

Map3k14 mmu-miR-19b

Map3k2 mmu-miR-19b

Map3k7ip3 mmu-miR-19b

Mapk1 mmu-miR-19b

Mapk10 mmu-miR-19b

Mapk14 mmu-miR-19b

Mapk6 mmu-miR-19b

Gene Symbol miRNA

Mef2a mmu-miR-19b

Mycn mmu-miR-19b

Pcdh10 mmu-miR-19b

Pcdha1 mmu-miR-19b

Pcdha10 mmu-miR-19b

Pcdha11 mmu-miR-19b

Pcdha12 mmu-miR-19b

Pcdha2 mmu-miR-19b

Pcdha3 mmu-miR-19b

Pcdha4 mmu-miR-19b

Pcdha5 mmu-miR-19b

Pcdha6 mmu-miR-19b

Pcdha7 mmu-miR-19b

Pcdha8 mmu-miR-19b

Pcdha9 mmu-miR-19b

Pcdhac1 mmu-miR-19b

Pcdhac2 mmu-miR-19b

Ppp1r12a mmu-miR-19b

Ppp1r9a mmu-miR-19b

Ppp2r5e mmu-miR-19b

Pptc7 mmu-miR-19b

Pten mmu-miR-19b

Rab21 mmu-miR-19b

Rab2b mmu-miR-19b

Rab33b mmu-miR-19b

Rab34 mmu-miR-19b

Rab5b mmu-miR-19b

Rab8b mmu-miR-19b

Spry4 mmu-miR-19b

Stk35 mmu-miR-19b

Stk38 mmu-miR-19b

Tgfbr2 mmu-miR-19b

Tgif1 mmu-miR-19b

Tgm3 mmu-miR-19b

Tgoln1 mmu-miR-19b

Tmem1 mmu-miR-19b

Tmem151b mmu-miR-19b

Vamp3 mmu-miR-19b

Vapb mmu-miR-19b

Vps37a mmu-miR-19b

Vps37b mmu-miR-19b

Zdhhc18 mmu-miR-19b

Zdhhc7 mmu-miR-19b

Zer1 mmu-miR-19b

Zfand5 mmu-miR-19b

Gene Symbol miRNA

Zfp113 mmu-miR-19b

Zfp238 mmu-miR-19b

Acvr1c mmu-miR-181b

Acvr2a mmu-miR-181b

Adam11 mmu-miR-181b

Adam22 mmu-miR-181b

Atp2a2 mmu-miR-181b

Atp2b1 mmu-miR-181b

Bat2d mmu-miR-181b

Baz1a mmu-miR-181b

Baz2a mmu-miR-181b

Baz2b mmu-miR-181b

Bcl2 mmu-miR-181b

Bcl2l11 mmu-miR-181b

Bcl9 mmu-miR-181b

Bclaf1 mmu-miR-181b

Braf mmu-miR-181b

Brd1 mmu-miR-181b

Btbd14a mmu-miR-181b

Btbd3 mmu-miR-181b

Cacna2d2 mmu-miR-181b

Calm1 mmu-miR-181b

Camk2g mmu-miR-181b

Camsap1 mmu-miR-181b

Camsap1l1 mmu-miR-181b

Camta2 mmu-miR-181b

Card11 mmu-miR-181b

Carm1 mmu-miR-181b

Cbfa2t2 mmu-miR-181b

Cbfa2t3 mmu-miR-181b

Cblb mmu-miR-181b

Ccdc52 mmu-miR-181b

Ccnj mmu-miR-181b

Ccnk mmu-miR-181b

Cd163 mmu-miR-181b

Cd2ap mmu-miR-181b

Cd4 mmu-miR-181b

Cdk8 mmu-miR-181b

Cdkl2 mmu-miR-181b

Cdkn2aip mmu-miR-181b

Cdon mmu-miR-181b

Centb2 mmu-miR-181b

Chd9 mmu-miR-181b

Clasp1 mmu-miR-181b

Cnksr2 mmu-miR-181b

Gene Symbol miRNA

Cnksr3 mmu-miR-181b

Col16a1 mmu-miR-181b

Col5a1 mmu-miR-181b

Cops2 mmu-miR-181b

Cpd mmu-miR-181b

Cpne2 mmu-miR-181b

Creb1 mmu-miR-181b

Csnk1g3 mmu-miR-181b

Csnk2a2 mmu-miR-181b

Ctdspl mmu-miR-181b

Cttnbp2nl mmu-miR-181b

Cul3 mmu-miR-181b

Dazap2 mmu-miR-181b

Dcbld2 mmu-miR-181b

Dclk1 mmu-miR-181b

Ddit4 mmu-miR-181b

Ddx3x mmu-miR-181b

Dek mmu-miR-181b

Depdc6 mmu-miR-181b

Derl1 mmu-miR-181b

Dip2c mmu-miR-181b

Dlg2 mmu-miR-181b

Egr1 mmu-miR-181b

Eif4a2 mmu-miR-181b

Eln mmu-miR-181b

Elp4 mmu-miR-181b

En2 mmu-miR-181b

Entpd6 mmu-miR-181b

Etohi1 mmu-miR-181b

Ets1 mmu-miR-181b

Etv6 mmu-miR-181b

Evx1 mmu-miR-181b

Eya3 mmu-miR-181b

Fbxl3 mmu-miR-181b

Fbxo11 mmu-miR-181b

Fbxo33 mmu-miR-181b

Fbxo41 mmu-miR-181b

Fign mmu-miR-181b

Fkbp1a mmu-miR-181b

Flt1 mmu-miR-181b

Fmnl2 mmu-miR-181b

Fmr1 mmu-miR-181b

Gas7 mmu-miR-181b

Gata6 mmu-miR-181b

Gdi1 mmu-miR-181b

Gene Symbol miRNA

Gdpd1 mmu-miR-181b

Gfpt1 mmu-miR-181b

Gigyf1 mmu-miR-181b

Hoxa1 mmu-miR-181b

Hoxa11 mmu-miR-181b

Hrb mmu-miR-181b

Igf2bp2 mmu-miR-181b

Igf2bp3 mmu-miR-181b

Igsf11 mmu-miR-181b

Ipmk mmu-miR-181b

Ipo5 mmu-miR-181b

Ipo8 mmu-miR-181b

Ippk mmu-miR-181b

Iqsec2 mmu-miR-181b

Itga1 mmu-miR-181b

Itga3 mmu-miR-181b

Jarid2 mmu-miR-181b

Kcna4 mmu-miR-181b

Kcnc2 mmu-miR-181b

Kcnh1 mmu-miR-181b

Klf15 mmu-miR-181b

Kpna1 mmu-miR-181b

Kpnb1 mmu-miR-181b

L1cam mmu-miR-181b

Larp4 mmu-miR-181b

Lmx1a mmu-miR-181b

Lrba mmu-miR-181b

Lrig2 mmu-miR-181b

Lrp12 mmu-miR-181b

Lrp4 mmu-miR-181b

Lrrc32 mmu-miR-181b

Luzp1 mmu-miR-181b

Lycat mmu-miR-181b

Lyrm1 mmu-miR-181b

Maea mmu-miR-181b

Mamdc2 mmu-miR-181b

Man2a1 mmu-miR-181b

Map3k10 mmu-miR-181b

Map3k7ip3 mmu-miR-181b

Map4k4 mmu-miR-181b

Mapk1 mmu-miR-181b

Mapre2 mmu-miR-181b

Pcdha1 mmu-miR-181b

Pcdha10 mmu-miR-181b

Pcdha11 mmu-miR-181b

Gene Symbol miRNA

Pcdha12 mmu-miR-181b

Pcdha2 mmu-miR-181b

Pcdha3 mmu-miR-181b

Pcdha4 mmu-miR-181b

Pcdha5 mmu-miR-181b

Pcdha6 mmu-miR-181b

Pcdha7 mmu-miR-181b

Pcdha8 mmu-miR-181b

Pcdha9 mmu-miR-181b

Pcdhac1 mmu-miR-181b

Pcdhac2 mmu-miR-181b

Prtg mmu-miR-181b

Psap mmu-miR-181b

Psmf1 mmu-miR-181b

Ptbp2 mmu-miR-181b

Pten mmu-miR-181b

Ptpn9 mmu-miR-181b

Punc mmu-miR-181b

Qk mmu-miR-181b

Qser1 mmu-miR-181b

Rab11fip2 mmu-miR-181b

Rab6b mmu-miR-181b

Rab8b mmu-miR-181b

Rabgef1 mmu-miR-181b

Rad21 mmu-miR-181b

Rad23b mmu-miR-181b

Rai1 mmu-miR-181b

Runx1 mmu-miR-181b

S1pr1 mmu-miR-181b

Sall4 mmu-miR-181b

Scamp2 mmu-miR-181b

Schip1 mmu-miR-181b

Sec24c mmu-miR-181b

Sel1l mmu-miR-181b

Sema4g mmu-miR-181b

Senp1 mmu-miR-181b

Shoc2 mmu-miR-181b

Sim1 mmu-miR-181b

Sin3b mmu-miR-181b

Sipa1l2 mmu-miR-181b

Sirt1 mmu-miR-181b

Six2 mmu-miR-181b

Six4 mmu-miR-181b

Smad7 mmu-miR-181b

Snai2 mmu-miR-181b

Gene Symbol miRNA

Snn mmu-miR-181b

Sos1 mmu-miR-181b

Sox5 mmu-miR-181b

Sox6 mmu-miR-181b

Sp1 mmu-miR-181b

Spag9 mmu-miR-181b

Specc1l mmu-miR-181b

Spire1 mmu-miR-181b

Spry4 mmu-miR-181b

Srpk2 mmu-miR-181b

Ss18l1 mmu-miR-181b

Ssx2ip mmu-miR-181b

St8sia4 mmu-miR-181b

Stim2 mmu-miR-181b

Tbcel mmu-miR-181b

Tbl1x mmu-miR-181b

Tbl1xr1 mmu-miR-181b

Tbpl1 mmu-miR-181b

Tcerg1 mmu-miR-181b

Tgfbr1 mmu-miR-181b

Tgfbr3 mmu-miR-181b

Thoc2 mmu-miR-181b

Thrb mmu-miR-181b

Timp3 mmu-miR-181b

Tlk1 mmu-miR-181b

Tm9sf3 mmu-miR-181b

Tm9sf4 mmu-miR-181b

Tmed4 mmu-miR-181b

Ube2h mmu-miR-181b

Ube2l3 mmu-miR-181b

Ube2n mmu-miR-181b

Ube3c mmu-miR-181b

Ubp1 mmu-miR-181b

Unc5a mmu-miR-181b

Unc84a mmu-miR-181b

Unkl mmu-miR-181b

Usp12 mmu-miR-181b

Usp33 mmu-miR-181b

Usp42 mmu-miR-181b

Vsx1 mmu-miR-181b

Wdr82 mmu-miR-181b

Whdc1 mmu-miR-181b

Wnk1 mmu-miR-181b

Wnt9a mmu-miR-181b

Wwc2 mmu-miR-181b

Gene Symbol miRNA

Xiap mmu-miR-181b

Xk mmu-miR-181b

Xpo7 mmu-miR-181b

Yod1 mmu-miR-181b

Ywhag mmu-miR-181b

Yy1 mmu-miR-181b

Zadh2 mmu-miR-181b

Zbtb34 mmu-miR-181b

Zbtb4 mmu-miR-181b

A2bp1 mmu-miR-328

Add2 mmu-miR-328

Arpp19 mmu-miR-328

Barhl1 mmu-miR-328

Cenpo mmu-miR-328

Cnot2 mmu-miR-328

Crk mmu-miR-328

Ebf3 mmu-miR-328

Edaradd mmu-miR-328

Esco1 mmu-miR-328

Etv6 mmu-miR-328

Fam199x mmu-miR-328

Fgf16 mmu-miR-328

Fzd7 mmu-miR-328

Gm2a mmu-miR-328

Gprc5c mmu-miR-328

Gtdc1 mmu-miR-328

H13 mmu-miR-328

H2afx mmu-miR-328

Heyl mmu-miR-328

Hist1h4i mmu-miR-328

Hist2h4 mmu-miR-328

Hpcal4 mmu-miR-328

Igf1r mmu-miR-328

Ipmk mmu-miR-328

Itga5 mmu-miR-328

Klhdc5 mmu-miR-328

Lgr4 mmu-miR-328

Lmod1 mmu-miR-328

Lnp mmu-miR-328

Man1c1 mmu-miR-328

Mbnl3 mmu-miR-328

Mecp2 mmu-miR-328

Myst4 mmu-miR-328

Ndor1 mmu-miR-328

Nexn mmu-miR-328

Gene Symbol miRNA

Nr3c1 mmu-miR-328

Pde4dip mmu-miR-328

Pef1 mmu-miR-328

Pim1 mmu-miR-328

Prdm16 mmu-miR-328

Psme3 mmu-miR-328

Pten mmu-miR-328

Ptpn9 mmu-miR-328

Ptprf mmu-miR-328

Rab3c mmu-miR-328

Rad23b mmu-miR-328

Rbm35a mmu-miR-328

Rs1 mmu-miR-328

Rsbn1l mmu-miR-328

Rwdd2b mmu-miR-328

Slc17a2 mmu-miR-328

Slc27a4 mmu-miR-328

Slc7a7 mmu-miR-328

Snrk mmu-miR-328

Sox11 mmu-miR-328

Stxbp5l mmu-miR-328

Tcf7l2 mmu-miR-328

Tesk2 mmu-miR-328

Tle1 mmu-miR-328

Tox4 mmu-miR-328

Ttc38 mmu-miR-328

Ube2z mmu-miR-328

Ubfd1 mmu-miR-328

Usp37 mmu-miR-328

Zbtb4 mmu-miR-328

Zfp131 mmu-miR-328

Zfp46 mmu-miR-328

Aass mmu-miR-335-3p

Abhd5 mmu-miR-335-3p

Acp1 mmu-miR-335-3p

Acvr1c mmu-miR-335-3p

Adam10 mmu-miR-335-3p

Adamts17 mmu-miR-335-3p

Adamts8 mmu-miR-335-3p

Aebp2 mmu-miR-335-3p

Ahdc1 mmu-miR-335-3p

Akap2 mmu-miR-335-3p

Als2cr13 mmu-miR-335-3p

Als2cr4 mmu-miR-335-3p

Anapc11 mmu-miR-335-3p

Gene Symbol miRNA

Ank1 mmu-miR-335-3p

Ank3 mmu-miR-335-3p

Arfgef2 mmu-miR-335-3p

Arhgef9 mmu-miR-335-3p

Arl15 mmu-miR-335-3p

Armc2 mmu-miR-335-3p

Atad5 mmu-miR-335-3p

Atp1a2 mmu-miR-335-3p

Atp1b4 mmu-miR-335-3p

Atp2a2 mmu-miR-335-3p

Atp6v1b2 mmu-miR-335-3p

Atp6v1g1 mmu-miR-335-3p

B3gnt9-ps mmu-miR-335-3p

B4galt4 mmu-miR-335-3p

Barhl2 mmu-miR-335-3p

Bcl11b mmu-miR-335-3p

Bdnf mmu-miR-335-3p

Brd1 mmu-miR-335-3p

Btf3l4 mmu-miR-335-3p

C1galt1 mmu-miR-335-3p

Cacnb4 mmu-miR-335-3p

Camk2d mmu-miR-335-3p

Cap2 mmu-miR-335-3p

Cbfa2t3 mmu-miR-335-3p

Cbx3 mmu-miR-335-3p

Cbx5 mmu-miR-335-3p

Ccdc38 mmu-miR-335-3p

Ccnc mmu-miR-335-3p

Cd2ap mmu-miR-335-3p

Cdc37l1 mmu-miR-335-3p

Cdc73 mmu-miR-335-3p

Cdcp1 mmu-miR-335-3p

Cds1 mmu-miR-335-3p

Cep110 mmu-miR-335-3p

Chd2 mmu-miR-335-3p

Cited2 mmu-miR-335-3p

Clcn4-2 mmu-miR-335-3p

Cnot2 mmu-miR-335-3p

Cntln mmu-miR-335-3p

Col17a1 mmu-miR-335-3p

Col4a1 mmu-miR-335-3p

Col8a1 mmu-miR-335-3p

Cplx3 mmu-miR-335-3p

Crispld2 mmu-miR-335-3p

Csnk1e mmu-miR-335-3p

Gene Symbol miRNA

Ctla4 mmu-miR-335-3p

Ctnnbip1 mmu-miR-335-3p

Cul3 mmu-miR-335-3p

Cyfip2 mmu-miR-335-3p

Cyld mmu-miR-335-3p

Cyp7b1 mmu-miR-335-3p

Cysltr1 mmu-miR-335-3p

Dab1 mmu-miR-335-3p

Dach1 mmu-miR-335-3p

Dnaja4 mmu-miR-335-3p

Dnajb5 mmu-miR-335-3p

Dscaml1 mmu-miR-335-3p

Dusp22 mmu-miR-335-3p

Dyrk1a mmu-miR-335-3p

Eaf1 mmu-miR-335-3p

Edem3 mmu-miR-335-3p

Egln1 mmu-miR-335-3p

Eif2s3x mmu-miR-335-3p

Eif4b mmu-miR-335-3p

Elmo2 mmu-miR-335-3p

Eml4 mmu-miR-335-3p

Eml5 mmu-miR-335-3p

Ep300 mmu-miR-335-3p

Epc1 mmu-miR-335-3p

Epha5 mmu-miR-335-3p

Erc2 mmu-miR-335-3p

Ermn mmu-miR-335-3p

Esyt2 mmu-miR-335-3p

Etv3 mmu-miR-335-3p

Evi2b mmu-miR-335-3p

Eya3 mmu-miR-335-3p

Eya4 mmu-miR-335-3p

F2r mmu-miR-335-3p

Fa2h mmu-miR-335-3p

Fam126b mmu-miR-335-3p

Fam49a mmu-miR-335-3p

Fam81a mmu-miR-335-3p

Fat3 mmu-miR-335-3p

Fbxo42 mmu-miR-335-3p

Flrt3 mmu-miR-335-3p

Flywch1 mmu-miR-335-3p

Fmn2 mmu-miR-335-3p

Fndc5 mmu-miR-335-3p

Fos mmu-miR-335-3p

Frap1 mmu-miR-335-3p

Gene Symbol miRNA

Fubp1 mmu-miR-335-3p

Fzd5 mmu-miR-335-3p

Gabrb3 mmu-miR-335-3p

Gad2 mmu-miR-335-3p

Galnt7 mmu-miR-335-3p

Glcci1 mmu-miR-335-3p

Gli3 mmu-miR-335-3p

Gosr1 mmu-miR-335-3p

Gpr180 mmu-miR-335-3p

Gpr82 mmu-miR-335-3p

Grik2 mmu-miR-335-3p

Gspt1 mmu-miR-335-3p

Gys1 mmu-miR-335-3p

Hcrtr2 mmu-miR-335-3p

Hhip mmu-miR-335-3p

Hist1h2ac mmu-miR-335-3p

Hlcs mmu-miR-335-3p

Hlf mmu-miR-335-3p

Hmgn2 mmu-miR-335-3p

Hnrnpa3 mmu-miR-335-3p

Homer1 mmu-miR-335-3p

Hook3 mmu-miR-335-3p

Htr7 mmu-miR-335-3p

Igf1r mmu-miR-335-3p

Igf2bp1 mmu-miR-335-3p

Igsf3 mmu-miR-335-3p

Inhbb mmu-miR-335-3p

Ippk mmu-miR-335-3p

Itga6 mmu-miR-335-3p

Itga8 mmu-miR-335-3p

Itgb1bp1 mmu-miR-335-3p

Itgb6 mmu-miR-335-3p

Jag1 mmu-miR-335-3p

Jmy mmu-miR-335-3p

Kcnc2 mmu-miR-335-3p

Kctd9 mmu-miR-335-3p

Kitl mmu-miR-335-3p

Klf12 mmu-miR-335-3p

Kpna4 mmu-miR-335-3p

Kras mmu-miR-335-3p

Leng1 mmu-miR-335-3p

Lingo1 mmu-miR-335-3p

Lmo4 mmu-miR-335-3p

Lnx2 mmu-miR-335-3p

Lphn2 mmu-miR-335-3p

Gene Symbol miRNA

Lrp4 mmu-miR-335-3p

Lrrc40 mmu-miR-335-3p

Lrrtm3 mmu-miR-335-3p

Luc7l3 mmu-miR-335-3p

Mafb mmu-miR-335-3p

Map3k12 mmu-miR-335-3p

Mapk6 mmu-miR-335-3p

Mbnl3 mmu-miR-335-3p

Mbtd1 mmu-miR-335-3p

Mctp2 mmu-miR-335-3p

Med1 mmu-miR-335-3p

Med13 mmu-miR-335-3p

Med14 mmu-miR-335-3p

Med22 mmu-miR-335-3p

Mex3a mmu-miR-335-3p

Mga mmu-miR-335-3p

Mlec mmu-miR-335-3p

Mtmr10 mmu-miR-335-3p

Mtmr6 mmu-miR-335-3p

Mycn mmu-miR-335-3p

Napg mmu-miR-335-3p

Narg1 mmu-miR-335-3p

Nars2 mmu-miR-335-3p

Ncam1 mmu-miR-335-3p

Ncoa2 mmu-miR-335-3p

Ncoa5 mmu-miR-335-3p

Ncoa7 mmu-miR-335-3p

Ndst3 mmu-miR-335-3p

Nedd4 mmu-miR-335-3p

Neurog1 mmu-miR-335-3p

Nfia mmu-miR-335-3p

Nit1 mmu-miR-335-3p

Nkx2-2 mmu-miR-335-3p

Npas3 mmu-miR-335-3p

Nr1h5 mmu-miR-335-3p

Nr3c2 mmu-miR-335-3p

Nrarp mmu-miR-335-3p

Nrxn1 mmu-miR-335-3p

Nrxn3 mmu-miR-335-3p

Nudt15 mmu-miR-335-3p

Ogn mmu-miR-335-3p

Ogt mmu-miR-335-3p

Olfm3 mmu-miR-335-3p

Onecut2 mmu-miR-335-3p

Osbp2 mmu-miR-335-3p

Gene Symbol miRNA

Pabpc4l mmu-miR-335-3p

Paip1 mmu-miR-335-3p

Pappa mmu-miR-335-3p

Parva mmu-miR-335-3p

Pax8 mmu-miR-335-3p

Pcdh15 mmu-miR-335-3p

Pcnx mmu-miR-335-3p

Pdpk1 mmu-miR-335-3p

Pds5b mmu-miR-335-3p

Pdzd2 mmu-miR-335-3p

Pdzd7 mmu-miR-335-3p

Phf2 mmu-miR-335-3p

Phf8 mmu-miR-335-3p

Pitpnm2 mmu-miR-335-3p

Pitx2 mmu-miR-335-3p

Pkib mmu-miR-335-3p

Plekhf2 mmu-miR-335-3p

Plekhh2 mmu-miR-335-3p

Plod2 mmu-miR-335-3p

Plxna2 mmu-miR-335-3p

Pou3f3 mmu-miR-335-3p

Ppig mmu-miR-335-3p

Ppil1 mmu-miR-335-3p

Ppm1e mmu-miR-335-3p

Ppp1r12a mmu-miR-335-3p

Prkcz mmu-miR-335-3p

Prrx1 mmu-miR-335-3p

Ptprd mmu-miR-335-3p

Rab1 mmu-miR-335-3p

Rab38 mmu-miR-335-3p

Rab39b mmu-miR-335-3p

Rag1 mmu-miR-335-3p

Rap1b mmu-miR-335-3p

Rap2b mmu-miR-335-3p

Rasgef1b mmu-miR-335-3p

Rbl2 mmu-miR-335-3p

Rbm28 mmu-miR-335-3p

Rc3h1 mmu-miR-335-3p

Rcbtb1 mmu-miR-335-3p

Rgs7bp mmu-miR-335-3p

Rnf13 mmu-miR-335-3p

Rnf145 mmu-miR-335-3p

Rnf2 mmu-miR-335-3p

Rnft1 mmu-miR-335-3p

Rp2h mmu-miR-335-3p

Gene Symbol miRNA

Rpe mmu-miR-335-3p

Rpgrip1l mmu-miR-335-3p

Rps6kc1 mmu-miR-335-3p

Rsrc1 mmu-miR-335-3p

Runx1t1 mmu-miR-335-3p

Ryk mmu-miR-335-3p

Samd5 mmu-miR-335-3p

Sbno1 mmu-miR-335-3p

Scfd2 mmu-miR-335-3p

Scg5 mmu-miR-335-3p

Sema3c mmu-miR-335-3p

Setd7 mmu-miR-335-3p

Sfrs1 mmu-miR-335-3p

Sfrs3 mmu-miR-335-3p

Shisa6 mmu-miR-335-3p

Shroom3 mmu-miR-335-3p

Skil mmu-miR-335-3p

Smarce1 mmu-miR-335-3p

Sox11 mmu-miR-335-3p

Sox12 mmu-miR-335-3p

Sparc mmu-miR-335-3p

Spry2 mmu-miR-335-3p

Srpk2 mmu-miR-335-3p

Ssbp2 mmu-miR-335-3p

Stox2 mmu-miR-335-3p

Strap mmu-miR-335-3p

Stxbp5l mmu-miR-335-3p

Susd5 mmu-miR-335-3p

Syncrip mmu-miR-335-3p

Syt11 mmu-miR-335-3p

Syt4 mmu-miR-335-3p

Syt7 mmu-miR-335-3p

Tanc1 mmu-miR-335-3p

Taok1 mmu-miR-335-3p

Tbc1d9 mmu-miR-335-3p

Tbk1 mmu-miR-335-3p

Tcf4 mmu-miR-335-3p

Tead1 mmu-miR-335-3p

Tm7sf3 mmu-miR-335-3p

Tm9sf3 mmu-miR-335-3p

Tmed4 mmu-miR-335-3p

Tmeff2 mmu-miR-335-3p

Tmem106b mmu-miR-335-3p

Tmem33 mmu-miR-335-3p

Tmem69 mmu-miR-335-3p

Gene Symbol miRNA

Tmtc3 mmu-miR-335-3p

Tnrc18 mmu-miR-335-3p

Tnrc6b mmu-miR-335-3p

Toe1 mmu-miR-335-3p

Tox3 mmu-miR-335-3p

Trove2 mmu-miR-335-3p

Trpc3 mmu-miR-335-3p

Trps1 mmu-miR-335-3p

Tshz1 mmu-miR-335-3p

Tspan1 mmu-miR-335-3p

Ttc21b mmu-miR-335-3p

Txlng mmu-miR-335-3p

Ube2q1 mmu-miR-335-3p

Ubn2 mmu-miR-335-3p

Ubxd8 mmu-miR-335-3p

Usp45 mmu-miR-335-3p

Vdac2 mmu-miR-335-3p

Vsig10 mmu-miR-335-3p

Wdr26 mmu-miR-335-3p

Xiap mmu-miR-335-3p

Yaf2 mmu-miR-335-3p

Zbtb7a mmu-miR-335-3p

Zc3h14 mmu-miR-335-3p

Zcchc2 mmu-miR-335-3p

Zcchc24 mmu-miR-335-3p

Zfp238 mmu-miR-335-3p

Zfp36l1 mmu-miR-335-3p

Zfp36l2 mmu-miR-335-3p

Zfp449 mmu-miR-335-3p

Zfp606 mmu-miR-335-3p

Zfp655 mmu-miR-335-3p

Acvr1c mmu-miR-468

Adamts6 mmu-miR-468

Appl1 mmu-miR-468

Arhgap26 mmu-miR-468

Asxl2 mmu-miR-468

Bdnf mmu-miR-468

Cask mmu-miR-468

Cisd2 mmu-miR-468

Cpeb3 mmu-miR-468

Csn2 mmu-miR-468

Dab2 mmu-miR-468

Ddx3x mmu-miR-468

Dmd mmu-miR-468

Dmxl1 mmu-miR-468

Gene Symbol miRNA

Dnalc1 mmu-miR-468

Foxp2 mmu-miR-468

Gpr22 mmu-miR-468

Hnrnpa2b1 mmu-miR-468

Itga9 mmu-miR-468

Kcna1 mmu-miR-468

Kitl mmu-miR-468

Marcks mmu-miR-468

Mbnl1 mmu-miR-468

Mtap1b mmu-miR-468

Nbea mmu-miR-468

Ndst1 mmu-miR-468

Negr1 mmu-miR-468

Nlk mmu-miR-468

Npal2 mmu-miR-468

Ntng1 mmu-miR-468

Olfm3 mmu-miR-468

Opcml mmu-miR-468

Gene Symbol miRNA

Otud7a mmu-miR-468

Paqr8 mmu-miR-468

Pdcd7 mmu-miR-468

Pdzd2 mmu-miR-468

Ptger2 mmu-miR-468

Ptp4a1 mmu-miR-468

Ptprj mmu-miR-468

Rai1 mmu-miR-468

Rtf1 mmu-miR-468

Rtkn2 mmu-miR-468

Spire1 mmu-miR-468

Tmem1 mmu-miR-468

Tox mmu-miR-468

Ube2d2 mmu-miR-468

Uqcc mmu-miR-468

Vipr1 mmu-miR-468

Zfp608 mmu-miR-468

MiRNAs are identified from microarray analysis (Table S1).

# Supplementary material for: Androgen-Responsive MicroRNAs in Mouse Sertoli Cells
**Source:** PLoS One. 2012 Jul 20;7(7):e41146. doi: 10.1371/journal.pone.0041146
**Supplement:** Table S3 — Primers used in this study.

**Table S3. Primers used in this study.**

RNU19 F TGT GGT GCC CGA GAT CGT

RNU19 R TGG GAG CCG ACC CTT AGT AA

5S rRNA F AGG GTC GGG CCT GGT TAG TA

5S rRNA R CCT ACA GCA CCC GGT ATT CC

miR-471 TAC GTA GTA TAG TGC TTT TCA

miR-741 TGA GAG ATG CCA TTC TAT GTA

miR-201 TAC TCA GTA AGG CAT TGT TCT T

miR-463 TGA TAG ACA CCA TAT AAG GTA G

miR-743a GAA AGA CAC CAA GCT GAG

miR-15b CAC ATC ATG GTT TAC A

miR-203 ATG TTT AGG ACC ACT AG

miR-25 CTT GTC TCG GTC TGA

miR-34c TAA CCA CAC AGC CAG G

miR-375 TTT GTT CGT TCG GCT CGC GTG A

miR-449a TGG CAG TGT ATT GTT

miR-547 CTT GGT ACA TCT TTG AGT GAG

miR-741 GAT GCC ATT CTA TG

miR-871-3p TGA CTG GCA CCA TTC TGG ATA AT

miR-878-5p TAT CTA GTT GGA TGT CAA GAC A

miR-880 TAC TCC ATC CTC TCT GA

miR-328 CTG GCC CTC TCT GCC CTT

miR-18a* CCT AAG TGC TCC TTC TG

miR-335-3p TTT CAT TAT TGC TCC TGA CC

miR-468 TAT GAC TGA TGT GCG TGT G

Foxd1 F CGA GAT CTG CGA GTT CAT CA

Foxd1 R TTG ACG AAG CAG TCG TTG AG

Dsc1 F GGT CAA GGA ATC AAA ACA CAG C

Dsc1 R CCA AGC CGA GGT TGA GTG AAA

How the deposited data were processed for this re-analysis (not part of the article)

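Sertoli cell RNA from 3 groups of mice was measured on 4 Agilent miRNA arrays, 1 for Sham, 2 for Flut+Acy and 1 for Flut+Acy+T. Conditions and replicate numbers were taken from the sample labels and the paper. The paper gives 6 mice per pool in the legend of Fig. 1 and 5 to 7 in the methods, as the sample descriptions do.

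The authors deposited 2 kinds of values. The first is the output of the scanner software for each array, with intensities on a linear scale: spot signals after background subtraction, raw spot means and backgrounds, and for each miRNA a total signal with its error, which can be below 0. No normalization between arrays had been applied to these intensities. The second is a table with 1 value per miRNA and array that the authors had quantile-normalized, by the methods in MATLAB. Its values are intensities on a linear scale with column medians of 2.37 units on Sham, 2.74 and 2.94 on Flut+Acy and 3.08 on Flut+Acy+T. Over the 76 miRNAs detected on all 4 arrays, each column's deviations from the mean of the arrays correlated best with its own array (r between 0.742 and 0.928), so the columns are in the labelled order. How spots were combined into these values is not stated in the text, and none of the summaries tried gave them (at most 2 entries of a column within 1%), so they were used as an alternative only. They are not centred or given as ratios, so they have no direction to settle. The flags for detection, nonuniform spots, outliers and saturation were used as deposited.

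From the scanner files, control features and the 10 viral miRNAs were left out, and the total signals of 567 mouse miRNAs were quantile-normalized across the 4 arrays on the linear scale, floored at 5.47 units and converted to log2. The total signal already combines a miRNA's probes. For 30 named miRNAs with several probes above 0, the probes' differences between Flut+Acy and Sham were apart by a median of 0.30 on the log2 scale, and by over 1 for 2 of them. limma 3.58.1 in R 4.3.3 fitted the 3 groups together, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the 298 miRNAs detected on at least 1 array. The prior had 0.46 degrees of freedom and an SD of 0.01 on the log2 scale. Counts of changes used a 2-fold threshold over the 283 miRNAs detected on Sham or Flut+Acy. Fisher's exact tests used SciPy 1.17.1, with the 283 miRNAs as background and a miRNA taken as X-linked when every copy is on X; 7 miRNAs with no position counted as not X-linked. Coordinates are those of the scanner files (mm9), and the reference annotation (GRCm38.p6) was used for chromosomes alone, by name, matching 549 of the 567 miRNAs.

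The number of arrays limits the precision. Sham and Flut+Acy+T have no replicate, and the spread comes from the Flut+Acy pair. The limma step was tested on simulated data for the comparison of Flut+Acy with Sham, in 20 draws with 60 of 298 miRNAs changed by 2 log2 units. When all arrays varied alike and the simulated values were not normalized again, 73.8% of the changed miRNAs were recovered with a mean of 3.2 false calls. When the simulated values were quantile-normalized again, 78.7% were recovered with 37.4 false calls, and when the lone arrays varied by 1 log2 unit more, 85.0% with 146 false calls. The step that compares a list with random lists was tested on simulated lists with a shift of 1.5 log2 units, and all of these (100%) lay above 97.5% of the random lists.

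The miRNAs named in the text are those of Table S1, Fig. 1A and Fig. 1B that the array carries under the same name, and the 5 with the largest rise and the 5 with the largest fall in Flut+Acy against Sham among miRNAs past 2-fold on each Flut+Acy array and detected on both sides; others are said to have been chosen after their values were seen. The design, this rule and 92 alternatives were set before the data were examined, and 6 alternatives were added later. The alternatives were 75th percentile scaling over miRNAs detected on all 4 arrays or over all mouse miRNAs, no normalization between arrays, processed spot signals in place of total signals, normexp background correction with an offset of 50, stricter and absent filters on detection, a floor of 1 unit, the authors' deposited intensities, leaving out each Flut+Acy array, and the methods' single-factor analysis of variance. All arrays were on 1 slide and scanned together, so no block for slide or scan applied. Lists of miRNAs of other cell types, named before the data were examined, were compared with 10000 random lists with the same numbers of miRNAs in each of 5 bins of mean signal. The real-time RT-PCR, tissue, developmental and target experiments of the paper are not analysed here.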

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

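The test of X-linked miRNAs against lists matched on signal, of cell-type lists and of germ cell miRNAs outside the study's picks were chosen only after the results were seen; the test with clusters counted once was planned for X-linked clusters and extended to all clusters afterwards.

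Outside Table S1 and Fig. 1, 63 miRNAs were detected on both Flut+Acy arrays and not on Sham. They drew attention because the paper gives no array values for them and their signal on the control array was not above background. The Discussion does name the miR-465 family, of which miR-465b-5p is a member, as lying in X clusters. For 13 of the 63, the Flut+Acy signal was at least 2-fold above the bound that Sham's lowest detected signal sets. These 13 included miR-881 (at least 6.20-fold), miR-465b-5p (at least 3.53-fold), miR-742* (at least 3.51-fold), miR-7a (at least 3.09-fold), miR-467e (at least 2.90-fold), miR-34b-3p (at least 2.85-fold) and miR-184 (at least 2.65-fold), named after their values were seen, each with a limma adjusted p below 0.05 that rests on the spread of the Flut+Acy pair. Of the 13, 6 were X-linked and 4 belonged to the cluster that holds miR-471.

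The Sham array was the dimmest, with a summed signal of 57940 units against 139602 and 161460 on Flut+Acy, so a miRNA of equal abundance is more easily missed there. With normexp background correction none of the 13 stayed at least 2-fold above the bound, and only 17 miRNAs of any kind were at least 2-fold up. With processed spot signals, and without Flut+Acy replicate 1, 11 of the 13 did, and under the other alternatives that keep these miRNAs all 13. For the 13, a trend of dim miRNAs to rise stays open, and the 6 X-linked ones among them were not tested on their own. For X-linked miRNAs as a whole such a trend is argued against, since all 48 of them, with 24 in the cluster of miR-471, had a median log2 difference of 1.43, at percentile 100 of random lists matched on mean signal (95% of which lay between -0.43 and 0.32). Repeated counting of neighbours remains open. With every cluster counted once, as up when any member was, Fisher's exact p was 0.0598 (odds ratio 3.20). Without the cluster of miR-471 the odds ratio was 1.68 (Fisher's exact p = 0.393), so the X excess is carried by that cluster.

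The list of meiotic germ cell miRNAs holds miR-34b, miR-34c and miR-449a but not miR-34a, and RNA from germ cells carried along in the Sertoli cell preparation is a candidate explanation for the rise of those listed. A smaller share of Sertoli cells alone would raise miRNAs of all other cells alike. The 13 miRNAs on the blood, muscle, peritubular and endothelial lists, 10 of them detected on Sham, instead had a median log2 difference of -1.05. They were lower in Flut+Acy for 12 of 13 (a median of -0.65 without Flut+Acy replicate 1 and -0.66 without replicate 2). For those not detected on Sham, no fall could be measured. The 5 meiotic germ cell miRNAs (4 of which the study picked from these arrays) were all higher, 3 of them detected on Sham. Their median was 2.02, at percentile 98.8 of matched lists. Without normalization between arrays the 13 rose too, with a median of 0.91 against 4.21 for the meiotic list. More germ cell RNA alone could not be told apart from a response of Sertoli cells. The 8 germ cell miRNAs that the study did not pick had a median of 1.18, at percentile 92.9 of matched lists, but 7 of these 8 were not detected on Sham, so their sizes depend on the floor. Their median was 0.25 without Flut+Acy replicate 1, 0.096 without replicate 2 and 0.14 with normexp, so this list gives little evidence either way. Of the 8, 7 are on the list of undifferentiated germ cells, and only miR-34b-3p is on the meiotic list. Their median therefore does not test whether RNA from meiotic germ cells was carried along. A response to the loss of androgen, which the design provides for, stays open and was not separated from either explanation.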

How the results depend on the processing

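The alternatives without a remark were set before the data were examined; the restrictions to miRNAs detected on Sham and both Flut+Acy arrays, or on Sham and Flut+Acy+T, the counting of every cluster once, the removal of the cluster of miR-471 and the amount added to signals for Table S1 were chosen after the data had been seen. No paired analysis was possible because Sham and Flut+Acy+T have 1 array each, so no groups share 2 replicate numbers.

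Scaling moved the median log2 difference between Flut+Acy and Sham over the 189 miRNAs detected on all 3 arrays from -0.37 with quantile normalization to 0.19 (75th percentile over miRNAs detected on all 4 arrays), -0.64 (over all mouse miRNAs) and 1.54 (no normalization), and each change given here is relative to that shift.

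The count of miRNAs changed at least 2-fold between Flut+Acy and Sham was 111. It was 213 with no normalization between arrays, 21 with normexp background correction, 20 over miRNAs detected on all 4 arrays, 61 over those detected on Sham and both Flut+Acy arrays, and between 73 and 76 without Flut+Acy replicate 1 or 2. The lower counts under the filters follow from fewer miRNAs tested, and the cause of the others was not tested. Rises made up 57.7% of these changes. They made up 88.5% under the 75th percentile over miRNAs detected on all 4 arrays, 99.5% with no normalization, 81.0% with normexp, 47.9% under the percentile over all mouse miRNAs and 42.6% over miRNAs detected on Sham and both Flut+Acy arrays.

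limma's calls for Flut+Acy against Sham numbered 161, of which 47.2% were rises, and the share of rises was 78.7% under the percentile over miRNAs detected on all 4 arrays, 100% with no normalization and 35.7% over miRNAs detected on all 4 arrays. Over that smaller set of 76 miRNAs there were 42 calls for Flut+Acy against Sham, 42 for Flut+Acy+T against Flut+Acy (224 in the full set) and 23 for Flut+Acy+T against Sham (196 in the full set), fewer because fewer miRNAs were tested. Rises were 28.6% of the calls for Flut+Acy+T against Flut+Acy and 52.4% in the smaller set, and 46.1% with no filter and 40.4% with no normalization. For Flut+Acy+T against Sham they were 26.5% of calls, against 52.8% under the percentile over miRNAs detected on all 4 arrays, 76.3% with no normalization, 44.9% with no filter and 43.5% in the smaller set. The methods' single-factor analysis of variance with Tukey's test, at an unadjusted 0.05, called 61, 113 and 81 miRNAs in the 3 comparisons, and 0, 0 and 0 after Benjamini-Hochberg adjustment; it cannot be computed for the 55 miRNAs with no spread. limma gave 189, 235 and 203 at an unadjusted p of 0.05. With either Flut+Acy array left out no residual degrees of freedom remain, so neither test was run there, and a block for slide or scan was not run because all arrays share both.

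Of the 28 miRNAs of Table S1, 27 were at least 2-fold up, and between 27 and 28 under the other alternatives except normexp (16, although all 28 rose) and the filter to miRNAs detected on all 4 arrays (9 of the 9 left).

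The share of upregulated miRNAs back within 2-fold of Sham in Flut+Acy+T, 59.4%, became 46.0% under the 75th percentile over miRNAs detected on all 4 arrays, 22.6% with no normalization, 94.1% with normexp, 75% over miRNAs detected on all 4 arrays or on Sham and Flut+Acy+T (9 of 12 in each), and between 79.5 and 80.4% without Flut+Acy replicate 1 or 2. The cause was not tested. Leaving out an array changes the floor and the quantiles, and with it which dim miRNAs count as upregulated (44 without replicate 1 and 46 without replicate 2, against 64).

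The odds ratio of X-linkage among upregulated miRNAs, 5.46, fell short of the threshold with no normalization (2.19, Fisher's exact p = 0.0698), with each X-linked cluster counted once (2.79, Fisher's exact p = 0.0790) with every cluster counted once (3.20, Fisher's exact p = 0.0598) and with the cluster of miR-471 left out (1.68, Fisher's exact p = 0.393). It ranged from 4.39 to 31.5 under the others, all past the threshold. The count of miRNAs passing the selection rule stayed between 227 and 293, and detection in Sham between 147 and 219.

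With no normalization between arrays, the differences between Flut+Acy and Sham of 12 named miRNAs turned from lower to higher: miR-328 (1.19), miR-29c* (1.19), miR-468 (0.67), miR-196b (0.12), miR-181d (0.060), miR-181b (0.54), miR-135b (0.25), miR-341 (0.51), miR-335-3p (1.10), miR-30c-1* (0.73), miR-696 (0.53) and miR-24-1* (0.49). The shift of 1.54 in all miRNAs under that setting is larger than each. Of the 12, miR-335-3p was detected on neither side and miR-341 not on Sham, so their direction is not known under any setting. The same holds for miR-18a*, which was at the floor on both sides and took either sign under the alternatives. Of the 44 differences between Flut+Acy and Sham and the 18 between Flut+Acy+T and Flut+Acy that were recomputed (Table S1, Fig. 1 and the largest rises and falls), no other changed direction; further miRNAs named in the text were not recomputed one by one. Under the 75th percentile over miRNAs detected on all 4 arrays, 6 of the 44 named differences between Flut+Acy and Sham no longer passed limma's threshold and 3 newly did. Without Flut+Acy replicate 1, 33 of those 44 differences moved by more than their spread, and 27 without replicate 2, a spread that is very small where the pair is nearly equal.

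Signal over background limits the Flut+Acy+T comparisons more than that of Flut+Acy with Sham. The lowest normalized signal among detected miRNAs was 104 units on that array and 23.6 on Sham, while Flut+Acy measured down to the floor.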

Differences from the paper's values

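The paper's Table S1 labels its fold columns as log2, but their values match linear ratios, so both sides are given here as linear ratios; no test was chosen only after the result was seen except the comparison with 32 units added to each signal, which was.

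Where Sham had no detected signal, the ratio of Flut+Acy over Sham is given as a lower bound, by the convention used for undetected miRNAs. For 7 miRNAs that bound was over 1.5 times the paper's value. For miR-463 it was at least 8.04-fold, and the paper's value is 2.75. miR-878-5p was at least 4.35-fold higher, with a paper's value of 2.58. miR-129-3p was at least 4.18-fold (the paper's value is 2.41), miR-34c* at least 3.99-fold (the paper's value is 2.11), miR-466e-3p at least 3.96-fold (the paper's value is 2.19), miR-883b-3p at least 3.74-fold (the paper's value is 2.06) and miR-375 at least 3.42-fold (the paper's value is 2.26). Of the alternatives set before the data were examined, normexp background correction brought all 7 bounds within 1.5 times the paper's values, and leaving out Flut+Acy replicate 1 brought that of miR-375; the others that gave a bound did not. The paper's ratios carry the added 32 units. Adding them to the quantile-normalized signals, chosen after seeing the values, gave ratios within 1.5 times the paper's for miR-129-3p (2.57), miR-34c* (2.45), miR-375 (2.20), miR-466e-3p (2.84) and miR-883b-3p (2.43), and beyond it for miR-463 (5.38) and miR-878-5p (29.9). These 7 ratios are taken against Sham signals that were not detected, so they show the effect of the added amount and are not measured folds.

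For the ratio of Flut+Acy+T over Flut+Acy, 4 miRNAs detected on both sides differed. miR-201 gave 0.458 and the paper's value is 0.219. miR-880 gave 0.381 and the paper's value is 0.238. Both fell within 1.5 times under the 75th percentile over all mouse miRNAs and with the authors' deposited values, and under no other alternative. miR-34c gave 0.301 against the paper's value of 0.137, and fell within 1.5 times under the percentile over all mouse miRNAs alone. miR-34b-5p gave 0.374 against the paper's value of 0.239, and fell within its spread or 1.5 times under the percentile over miRNAs detected on all 4 arrays, the authors' deposited values and without Flut+Acy replicate 2. Adding 32 units to the quantile-normalized signals left all 4 beyond 1.5 times (0.488, 0.409, 0.311 and 0.380). For miR-34c*, miR-466e-3p and miR-878-5p the quantile-normalized total signals gave no bound on this ratio, so the paper's values were not compared there. With the authors' deposited values, upper bounds of 0.0028, 0.0049 and 0.0026 lay below the paper's 0.399, 0.402 and 0.355. These bounds leave out the 32 units that the paper's ratios carry, and the floor in that setting was only 0.126 units. They are therefore no evidence against the paper's values. With the 32 units added, the deposited values gave all 56 of the paper's ratios within 1%. For miR-878-5p, some other alternatives gave upper bounds of 0.92 to 0.99, which leave the paper's value possible. These were the percentile over all mouse miRNAs, processed spot signals, normexp and leaving out Flut+Acy replicate 1.

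The paper places more of the 28 miRNAs on the X chromosome than the table's own chromosome column does. Its text gives 18, the column gives 16 with X alone and 17 with miR-19b, and the files and annotation give the same 16 and 17. For detection in Sham the paper's value is 218, with 193 by the scanner software's flag, and the rule of at least 1 spot well above background gave 219.

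The paper states that most differentially expressed miRNAs were upregulated. By the 2-fold threshold 64 rose and 47 fell, while among limma's calls 76 rose and 85 fell, so the statement holds by the first count and not by the second. By 2-fold, 67 rose and 73 fell under the percentile over all mouse miRNAs. There were 100 rises and 13 falls under the percentile over miRNAs detected on all 4 arrays, and 212 and 1 with no normalization. Among limma's calls, rises outnumbered falls under the percentile over miRNAs detected on all 4 arrays, with no normalization and with the authors' deposited values. Falls outnumbered rises under the other alternatives in which limma was run. The scaling thus decides how strongly the arrays bear the statement out. The legend of Fig. 1 states that the decreased miRNAs of Fig. 1B returned to control levels with testosterone in the microarray analysis. All 4 of them were at least 2-fold above Sham in Flut+Acy+T, as were 6 of the 8 decreased miRNAs of Fig. 1A.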

Other observations

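The tests of miRNAs not detected on Sham and of the upregulated miRNAs against others on Flut+Acy+T were chosen only after the results were seen; those of selection on a single Flut+Acy array and of a local defect of the Flut+Acy+T array were set beforehand.

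More miRNAs rose than fell by at least 2-fold in Flut+Acy (64 against 47). If miRNAs missed on the dim Sham array made up the excess, it would vanish among miRNAs measured on both sides, and there 42.6% of the changes were rises (26 against 35). Under the 75th percentile over miRNAs detected on all 4 arrays, rises made up 83.1% of the changes in the same set, so the explanation and the choice of scaling cannot be told apart. No spike-in of known amount was used to settle which scaling is right.

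The upregulated miRNAs were lower again on the Flut+Acy+T array, and its high background could lower bright signals alike. Over the miRNAs detected on all 4 arrays, the 12 upregulated ones had a median log2 difference of -1.50 between Flut+Acy+T and Flut+Acy. That lay at percentile 0 of random lists matched on signal in Flut+Acy (95% of them between -0.51 and 0.46), and 10 of the 12 were lower, against a median of 0.21 for the other 64 miRNAs. A compressed or noisy array that lowers every bright miRNA alike is thus argued against for these 12. Selection of values that were high by chance on 1 array is argued against as well: when miRNAs were selected on 1 Flut+Acy array and judged against the other, 83.6% or 86.2% were at least 2-fold lower in Flut+Acy+T, compared with 85.9% when both arrays entered both steps. Variation between pools of mice stays open, since the text does not say that the Flut+Acy arrays held different pools, as does a response to testosterone, which the design provides for.

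The background of the Flut+Acy+T array was not confined to a part of it. Of the 68 highest of its 672 negative-control spots, 11.8% lay in the fullest of 16 parts of the array, against 22.1% on Sham, although neighbouring spots deviated together somewhat more (r = 0.413, against at most 0.376 on the other arrays). No biological explanation applies to control spots.

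The remaining lists of cell-type miRNAs gave the following median log2 differences between Flut+Acy and Sham. The 7 tested miRNAs of the undifferentiated germ cell list, 1 of them detected on Sham, had 0.32. The 2 of the gonadal somatic list (miR-202-3p and miR-202-5p, which went in opposite directions) had 1.25, and only miR-202-3p was detected on Sham. The 5 leukocyte miRNAs, 2 of them detected on Sham, had -0.89. The 1 erythroid miRNA had -1.44 and the 3 skeletal and cardiac muscle miRNAs -1.30. The 2 peritubular smooth muscle miRNAs had -0.86 and the 2 endothelial miRNAs -0.16. The single liver miRNA was not detected on Sham or Flut+Acy. Each of these lists is short. With Flut+Acy replicate 1 or 2 left out, the undifferentiated germ cell list had 0.19 and 0.0 and the gonadal somatic list 0.19 and 0.24, so neither rise holds its size, and the leukocyte list had -0.65 and -0.55. All negative medians turned positive with no normalization between arrays. Those of the leukocyte and endothelial lists also did under the 75th percentile over miRNAs detected on all 4 arrays, and that of the endothelial list with normexp (0.03).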
